# A cap 0-dependent mRNA capture method to analyze the yeast transcriptome

**DOI:** 10.1093/nar/gkac903

**Published:** 2022-10-19

**Authors:** Martyna Nowacka, Przemysław Latoch, Matylda A Izert, Natalia K Karolak, Rafal Tomecki, Michał Koper, Agnieszka Tudek, Agata L Starosta, Maria W Górna

## Abstract

Analysis of the protein coding transcriptome by the RNA sequencing requires either enrichment of the desired fraction of coding transcripts or depletion of the abundant non-coding fraction consisting mainly of rRNA. We propose an alternative mRNA enrichment strategy based on the RNA-binding properties of the human IFIT1, an antiviral protein recognizing cap 0 RNA. Here, we compare for *Saccharomyces cerevisiae* an IFIT1-based mRNA pull-down with yeast targeted rRNA depletion by the RiboMinus method. IFIT1-based RNA capture depletes rRNA more effectively, producing high quality RNA-seq data with an excellent coverage of the protein coding transcriptome, while depleting cap-less transcripts such as mitochondrial or some non-coding RNAs. We propose IFIT1 as a cost effective and versatile tool to prepare mRNA libraries for a variety of organisms with cap 0 mRNA ends, including diverse plants, fungi and eukaryotic microbes.

## INTRODUCTION

RNA sequencing (RNA-seq) is an approach to profile transcriptomes with deep sequencing technologies. RNA-seq allows detection and analysis of a variety of RNA species within a sample, including mRNA, long and small non-coding RNA, as well as pathogen RNA. Transcriptomic analysis gives insight into many cellular processes and provides information about gene expression level, gene fusions, alternative splice variants, mutations, transcript isoforms in terms of their 5′ and 3′ ends, and many other features. In order to perform RNA-seq-based analysis of the protein coding transcriptome, mRNAs need to be efficiently separated from other RNA species, especially from the highly abundant ribosomal RNA (rRNA) which account for the majority (as much as 80–90%) of total RNA in the cell (1). This is typically accomplished by selective hybridization or priming-based methods such as rRNA depletion (ribodepletion) or oligo-dT (which hybridizes to polyA tails) mRNA capture, all of which may have their own strengths and biases, including limitations of the range of species for which a commercial set of probes may be available (2–5).

With the widespread use of RNA-seq and its various applications, there is a need for developing new, alternative mRNA enrichment methods. Proteins with unique RNA binding properties seem to be a viable and robust solution for mRNA sample enrichment prior to RNA-seq (6). The cap-dependent RNA purification systems have already been introduced based on the eukaryotic initiation factor 4E (eIF4E) which binds the 5′ N7-methylguanosine GTP moiety of the m^7^G(5′)ppp(5′)N cap of eukaryotic mRNA (Figure 1A), as well as on the eIF4E(K119A) mutant version which has a higher affinity than wild-type protein and is capable of binding also trimethylated cap structures (m_3_^2,2,7^GTP) (7,8). For instance, global mRNA captured using eIF4E was successfully sequenced and the obtained data was used for *de novo* transcriptome assembly in *Xenopus laevis* (9). Conveniently, using a cap-dependent mRNA capture method preferentially enables studies focused on the variable 3′ end polyadenylation status (10) or TOP mRNA (11). Recently, the murine eIF4E in fusion with B4E protein and lactamase and in conjunction with poly-deoxythymidine oligonucleotide was used in a biosensor designed to simultaneously detect both, the polyadenylation status and the presence of cap structures on mRNAs such as mRNA vaccines (12). eIF4E is the only protein used so far for cap-dependent mRNA enrichment or detection, yet is sensitive to cap methylation (requires 5′ N7-methylguanosine) and may not work with all cap analogs or synthetic GpppRNA.

**Figure 1.**
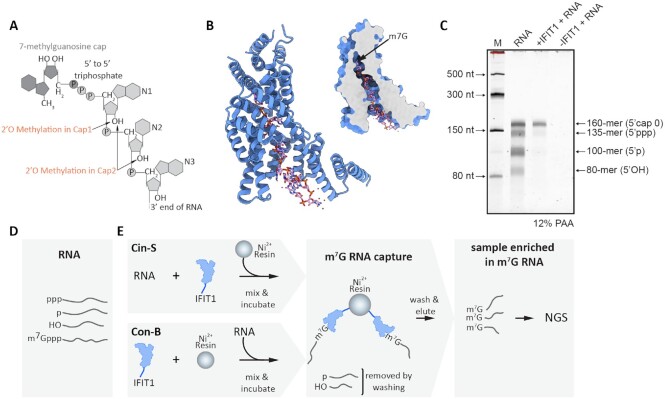
IFIT1 protein properties and the pull-down procedure. (**A**) The cap 0 structure characteristic for yeast mRNA, encompassing the m^7^G moiety at the 5′ end connected by a triphosphate bridge to the body of the mRNA. In cap 0, the 2′ hydroxyl groups of the first and second nucleotides remain unmodified, whereas the higher-methylated caps of vertebrates contain additional methyl groups in the 2′O position: cap 1 is methylated in the first nucleotide, and cap 2 in both the first and the second nucleotide of mRNA. (**B**) Crystal structure of the IFIT1 monomer bound to cap 0-RNA (based on PDB ID: 6C6K (18)) and location of the narrow pocket of IFIT1 which binds the 5′ cap (m^7^G) group. (**C**) Pull-down on a Nickel resin with immobilized IFIT1 selects cap 0-modified RNA. Denaturing PAGE analysis of: four *in vitro* transcribed RNA molecules (a mix of 80-mer, 100-mer, 135-mer and 160-mer) with different 5′-end modifications (‘RNA’), RNA molecules recovered from the complexes with IFIT1 after pull-down (‘+IFIT1 + RNA’), and after the pull-down procedure on a resin without IFIT1 as a negative control (‘-IFIT1 + RNA’). M – RNA size marker. (**D**) A pool of RNA may differ by various 5′ end modifications, such as hydroxyl (OH), triphosphate (ppp), monophosphate (p) or cap 0 (m^7^G) moieties. (**E**) Pull-down of RNA using IFIT1 was performed in two alternative approaches, differing in the order of the first two steps. Cin-S (RNA-IFIT1 ‘complex in solution’) approach starts by incubation of free IFIT1 with RNA, followed by immobilization of the complexes on the Nickel resin. In Con-B (RNA-IFIT1 ‘complex on beads’), IFIT1 is first immobilized on the Nickel resin before the addition of RNA. An incubation step allows the formation of specific IFIT1-RNA complexes and their capture on the beads. RNA not recognized by IFIT1 such as those with 5′ OH, p and ppp groups, are removed in the washing step, leading to selective enrichment of the bound cap 0 (m^7^G) RNA. Next, cap 0 RNA isolated from IFIT1-coated beads is ready for downstream assays or next generation sequencing (NGS).

Characterized over a decade later than eIF4E(K119A) (7), Interferon-Induced protein with Tetratricopeptide repeats 1 (IFIT1) is a cap-dependent RNA-binding protein (Figure 1B) produced in cells in response to a viral infection as part of the vertebrate innate immune response (13–16). The IFIT family includes five human paralogues (IFIT1, 1B, 2, 3, 5), each containing only one domain (∼55 kDa) comprising helical tetratricopeptide repeats (TPR) (17–19). The antiviral role of human IFITs depends on the ability to discriminate the ‘non-self’ features of pathogen RNA in the cell, and in this instance, IFIT1 has been demonstrated to recognize cap 0-containing RNAs (i.e. m^7^G-capped RNA without further 2′O-methylation of the first and second nucleotide; Figure 1A) and to some extent also RNA with a triphosphate moiety (pppRNA) or even cap 1 (m^7^GpppNm-RNA) (14,15,17,20,21). In addition, IFIT1 requires a few unpaired nucleotides at the 5′-end due to the narrow dimensions of the RNA-binding pocket (Figure 1B), which has a form of a positively-charged tunnel with a separate hydrophobic extension for cap binding (17). Importantly, IFIT1 does not have sequence requirements nor depends on N7 methylation, so that in general it binds both GpppRNA and m^7^GpppRNA in a largely sequence-independent manner (17,20). Several crystal structures show that IFIT1 undergoes only a modest conformational change upon RNA binding and the sequestered RNA molecule is then prevented from translation by displacement of cap-dependent translation initiation factors such as eIF4E, suggesting very efficient capped RNA binding and competition with other cap-binding factors *in vivo* (16–19).

Here, we demonstrate that human IFIT1 can be successfully applied for mRNA capture in *Saccharomyces cerevisiae* prior to RNA-seq library preparation. Baker's yeast, as a model lower eukaryote, typically has RNAs transcribed by RNA polymerase II modified co-transcriptionally with cap 0 structure, since capping is obligatory for stability, export and processing of mRNA as well as for protein synthesis. Comparison of our method with a commercial RiboMinus rRNA depletion kit (RM) shows that IFIT1-based RNA purification effectively depletes rRNA and tRNA and produces high quality RNA-seq data. Moreover, we are reporting on artifacts generated by the use of RM showing depletion of some mRNAs, whereas such an artifact was not observed for the IFIT-based approach. Importantly, eIF4E(K119A) or yeast cap-binding proteins failed to enrich yeast mRNA, leaving IFIT1 as the only viable tool for 5′ end-dependent RNA capture in this species that can effectively replace eIF4E in such applications. Due to the high specificity of IFIT1 for cap 0, we believe that our method could be particularly useful for transcriptomic analysis in model and non-model lower eukaryotes or those relying on template-switching reverse transcription (22). We show that an IFIT-based approach can serve as a robust substitute method to commercially available approaches.

## MATERIALS AND METHODS

### Cdc33 and Cbp80-Cbp20 cloning

cDNA obtained with SuperScript^TM^ IV Reverse Transcriptase from total RNA isolated from *S. cerevisiae* BY4741 strain was used as a template to amplify ORFs coding for the full-length yeast Cdc33 (YOL139C; eIF4E), Cbp80 (YMR125W; STO1; CBC1) and Cbp20 (YPL178W; CBC2) in PCR with primer pairs: CDC33_F1 and CDC33_R1, CBP80_F1 and CBP80_R1, CBP20_F2 and CBP20_R2, respectively (0.2 μM of each primer, Supplementary Table S1), and using Phusion High-Fidelity DNA Polymerase (F530, Thermo Fisher Scientific) with 1 × HF buffer, 0.2 mM dNTP Mix and 3% DMSO. PCR products were gel-purified using Gel-Out kit (023-50, A&A Biotechnology). In the case of Cbp80 and Cbp20, second-round amplification was performed, using a mixture of the first-round PCR products as a template. Initially, 10 cycles of PCR product joining in the absence of primers was performed, based on the complementarity between fragments of CBP_R1 and CBP_F2 primers, followed by addition of CBP_F1-CBP_R2 primer pair and normal PCR, which eventually resulted in synthesis of the product corresponding to two-piece CBP80-CBP20 operon, which was purified as above. Final PCR products encompassing Cdc33 ORF and Cbp80-Cbp20 operon were inserted by SLIC into *Bam*HI/*Xho*I sites of pET28M N-6xHis-SUMO vector (23). *Escherichia coli* MH1 strain (*E. coli araD lacX74 galU hsdR hsdM rpsL*) was transformed with SLIC products. Positive clones were selected in standard LB medium containing kanamycin (100 μg/ml) and recombinant plasmids isolated with the use of Plasmid Mini kit (020-250, A&A Biotechnology) were validated by digestion with restriction endonucleases and Sanger sequencing.

### Recombinant Cdc33 and Cbp80-Cbp20 production and purification

*E. coli* BL21-CodonPlus(DE3)-RIL strain (Agilent; *E. coli* B F^–^*ompT hsdS*[r_B_^–^ m_B_^–^] *dcm*^+^ Tet^r^*gal λ[DE3] endA* Hte [*argU ileY leuW* Cam^r^]) was transformed with pET28M N-6xHis-SUMO vector derivatives carrying Ccd33 or Cbp80-Cbp20 inserts. Transformants were grown in a standard Luria-Broth (LB) medium supplemented with 50 μg/ml kanamycin and 34 μg/ml chloramphenicol overnight. Subsequently, 1 l of Auto Induction Medium (AIM) Super Broth Base including Trace elements (AIMSB02, Formedium) containing 2% glycerol and both antibiotics, was inoculated with 30 ml of the starter culture. Bacteria were grown for 72 h at 18°C with shaking (150 rpm) and eventually collected by centrifugation at 5000 rpm in a Sorvall H6000A/HBB6 swinging-bucket rotor for 15 min at 4°C.

Bacterial pellet was resuspended in 70 ml of lysis buffer (50 mM Tris–HCl pH 8.0, 200 mM NaCl, 10 mM imidazole, 10 mM 2-mercaptoethanol, 1 mM phenylmethylsulfonyl fluoride (PMSF), 0.02 μM pepstatinA, 0.02 μg/ml chymostatin, 0.006 μM leupeptin, 20 μM benzamidine hydrochloride), incubated with lysozyme (50 μg/ml; Roth) for 30 min in a cold cabinet, and then broken in an EmulsiFlex-C3 High Pressure homogenizer at 1500 Bar. The homogenate was centrifuged in a Sorvall WX Ultra Series ultracentrifuge (F37L rotor) at 33 000 rpm for 45 min at 4°C.

The supernatant was used for protein purification using the ÄKTA Xpress system (GE Healthcare), employing nickel affinity chromatography on an ÄKTA-compatible 5 ml column that was manually filled with Ni-NTA Superflow resin (Qiagen). The column was equilibrated with 25 ml of low-salt (LS) buffer (50 mM Tris–HCl pH 7.4, 200 mM NaCl, 10 mM imidazole, 10 mM 2-mercaptoethanol) prior to extract loading. After protein binding, the resin was sequentially washed with 40 ml of LS buffer, 25 ml of high-salt (HS) buffer (50 mM Tris–HCl pH 7.4, 1 M NaCl, 10 mM imidazole 10 mM 2-mercaptoethanol), and again with 20 ml of LS buffer. Bound proteins were recovered by elution with 30 ml of buffer E (50 mM Tris–HCl pH 7.4, 200 mM NaCl, 300 mM imidazole). Pooled eluate fractions (approximately 5 ml) were directly used for coupling with appropriate resins or optionally dialyzed overnight at 4°C against 2 l of LS buffer in the presence of 50 μg of home-made SUMO protease. In the latter case, the mixture was afterwards subjected to second round of purification on the nickel resin, performed using ÄKTA Purifier system (GE Healthcare) and employing LS buffer for collection of the flow-through, containing protein of interest devoid of the tag, and buffer E2 (50 mM Tris–HCl pH 8.0, 1 M NaCl, 300 mM imidazole) for elution of 6xHis-tagged SUMO or TEV protease and cleaved-off 6xHis-SUMOTag. Further purification of epitope-containing or cleaved-off target proteins from contaminating chaperones and degradation products was achieved by separation of the eluate from the first-round of affinity chromatography (no SUMO protease cleavage) or pooled flow-through obtained in the second-round of affinity chromatography (SUMO protease cleavage step included) on size exclusion Superdex 75 10/300 GL (Cdc33) or Superdex 200 10/300 GL (Cbp80-Cbp20) column (GE Healthcare) using 1.2 column volumes of gel-filtration (GF) buffer (0.1 M NaHCO3, pH 8.3 containing 0.5 M NaCl, or PBS with 0.5 M NaCl). Fractions corresponding to the maximum of A_280_ nm absorbance were collected after gel-filtration and pooled together for coupling with the appropriate resin.

### Preparation of home-made resins with coupled Cdc33 or Cbp80-Cbp20

Recombinant Cdc33 and Cbp80-Cbp20 dimer lacking or containing N-6xHis-SUMO tag were coupled to CNBr-activated SepFast MAG resin (BioToolomics; 310201–10G), following the manufacturer's instructions. Coupling of Cdc33 and Cbp80-Cbp20 to Dynabeads™ His-Tag Isolation & Pulldown magnetic beads (Invitrogen; 10103D) was carried out according to the manufacturer's recommendations, except for the omission of the elution step.

### Cloning, expression, and purification of human proteins

The human IFIT1 gene (identical with GenBank AK314588.1) was previously sub-cloned into the prokaryotic expression vector pETG10a (14) and expressed in BL21-CodonPlus(DE3)-RIL cells. Expression was carried out in LB medium, induced with 0.2 mM isopropyl-d-1-thiogalactopyranoside solution (IPTG) at OD600 of 0.6 and conducted overnight at 25ºC with shaking at 200 rpm. The cells were harvested by centrifugation at 4,000 × g, at 4°C for 20 min. The cell pellet was resuspended in buffer containing: 50 mM Tris pH 7.5, 0.5 M NaCl, 20 mM imidazole, 10% glycerol, 0.5 mM Tris(2-carboxyethyl)phosphine hydrochloride (TCEP), Complete protease inhibitor cocktail (Roche Life Science), DNase I and lysozyme. The suspension was lysed by sonication and the cell debris was removed by centrifugation at 48 880 × g for 30 min. The supernatant was applied on a HisTrap HP column (GE Healthcare) equilibrated in the same buffer. IFIT1 protein was eluted from the HisTrap HP column with a gradient of 20 mM to 500 mM imidazole in the buffer. The fractions containing purified protein were combined and diluted 5× with the buffer containing: 50 mM Tris pH 7.5, 10% glycerol, 0.5 mM TCEP. IFIT1 was next purified by heparin affinity using a HiTrap Heparin HP column (GE Healthcare), pre-equilibrated in buffer containing: 50 mM Tris pH 7.5, 100 mM NaCl, 10% glycerol, 0.5 mM TCEP. The protein was eluted with a gradient of 100 mM to 1 M NaCl in the buffer. Finally, IFIT1 was purified by size exclusion chromatography on a Superdex 200 Increase column (GE Healthcare Life Sciences) pre-equilibrated in 50 mM Tris pH 7.5, 150 mM NaCl, 5% glycerol, 0.5 mM TCEP buffer. The eluted protein samples were aliquoted and flash frozen in liquid nitrogen, and kept at –80ºC until use.

IFIT1 protein used for microscale thermophoresis was prepared by subcloning the IFIT1 gene from pETG10A_IFIT1 into the pET28a_His-SUMO-IFIT1 vector. IFIT1 protein was expressed and purified from BL21-CodonPlus(DE3)-RIL cells as described above with some modifications: after purification on a HiTrap Heparin HP column, His-SUMO tag was removed by incubation with SUMO protease with dialysis into 50 mM Tris–HCl pH 8.0, 150 mM NaCl, 1 mM DTT, 10% glycerol buffer and size exclusion chromatography was performed in PBS, 5% glycerol, 0.5 mM TCEP buffer.

GST-eIF4E(K119A) was purified following expression autoinduction in *E. coli* BL21-CodonPlus(DE3)-RIL strain by affinity chromatography on Glutathione Sepharose 4B resin and ion-exchange on ResourceS column, as described previously (10).

### *In vitro* RNA synthesis and 5′ end modification

The 4 different RNA molecules (80-mer, 100-mer, 135-mer, 160-mer) were 5′-terminal fragments of a sequence antisense to 7SK (7SK-as) of 80 nt, 100 nt, 135 nt and 160 nt respectively (Supplementary Table S2). The secondary structure of each RNA was predicted using RNAfold (ViennaRNA Web Service) to ensure that it forms a single-stranded 5′ end, required for binding by IFIT1. The vector with the 7SK-as construct was a gift from Giulio Superti-Furga (14).

The RNAs were transcribed *in vitro* from PCR-amplified templates using the HiScribe T7 High Yield RNA Synthesis Kit (New England BioLabs), according to the manufacturer's protocol. The RNA intended for microscale thermophoresis (Cap 0–100-mer) was body-labeled with Cy5 by the addition of 0.75 mM Cy5-UTP (Cytiva) to the transcription reaction. Obtained RNAs were loaded on a 5% (or 10% for Cy5-labeled RNA) polyacrylamide (PAA) gel containing 8 M urea and resolved in 0.5x Tris-borate-EDTA (TBE) buffer at 450 V for 4.5 h. The separated RNA samples were visualized using a UV imager. RNA-containing bands were excised from the gel and the Elutrap Electroelution system (Whatman) was used to purify RNA in 1× TBE at 100 V at 4ºC overnight. Cy5-labeled RNA was purified with Zymoclean Gel RNA Recovery Kit (Zymo Research) after excision from the gel.

The purified 5′ triphosphate RNA 135-mer was left unmodified (as the original product of IVT reaction). Other purified RNAs were further modified enzymatically on the 5′ ends according to the enzyme manufacturer's protocols. The 80-mer was dephosphorylated with alkaline phosphatase (Calf Intestinal Phosphatase, New England BioLabs) in order to obtain 5′OH-RNA. The 100-mer was treated with RNA 5′ pyrophosphatase (RppH, New England BioLabs) to obtain 5′p-RNA of 100 nt. The Vaccinia Capping System (New England BioLabs) was used to generate the 5′cap 0-RNA of 160 nt (160mer) or 100 nt (Cap 0–100-mer, used for microscale thermophoresis). The modified RNA was purified with Rneasy Mini Kit (Qiagen) or in the case of Cap 0–100-mer with Monarch® RNA Cleanup Kit (New England BioLabs). The 4 RNA mixture for a pull-down reaction was prepared by combining 70 picomoles of each RNA (80-mer, 100-mer, 135-mer, 160-mer).

### RNA extraction

RNA was extracted from the *S. cerevisiae* strain BY4741, using a published protocol (24) with modifications. 35 ml yeast cultures were grown in YPD (1% yeast extract, 2% peptone, 2% dextrose) to an OD600 of 0.6. The cells were harvested by centrifugation and the pellet was resuspended in 500 μl of AE Buffer (50 mM NaOAc pH 5.3, 10 mM EDTA), supplemented with 10% SDS. The suspension was vortexed with an equal volume of fresh phenol, previously equilibrated with an AE buffer. The mixture was incubated at 65°C for 5 min, rapidly chilled in liquid nitrogen, thawed at room temperature and centrifuged for 20 min at maximum speed to separate the aqueous and phenol phases. The aqueous phase was extracted twice with an equal volume of phenol/chloroform and once with $\frac{1}{2}$ vol. of chloroform. RNA was precipitated from an aqueous phase by adding 1/10 vol. of 3 M NaOAc pH 5.3 and 2.5 vol. of ethanol, washed twice with 1 ml of ice cold 75–80% ethanol. RNA was submitted to treatment with TURBO DNase (Thermo Fisher Scientific) and RNA clean-up (with RNeasy Mini Kit, Qiagen) according to the manufacturer's protocols. RNA was aliquoted and stored at -80°C.

For pull-downs of RNAs using eIF4E(K119A), Cbp20/80 or Cdc33, yeast cell pellets were resuspended in 400 μl of TES buffer (10 mM Tris pH 7,5; 5 mM EDTA; 1% SDS), supplemented with 400 μl of phenol solution saturated with 0,1 M citrate at pH 4.3 (Sigma-Aldrich P4682) and vortexed for 40 and then 20 minutes at 65°C. Between incubations samples were centrifuged at 14 krpm for 10 min at 4°C. The aqueous phase was washed with 400 μl of chloroform, centrifuged as previously and precipitated with 45 μl of 2 M LiCl in 1 ml of 96% ethanol at -80°C for at least 30 min. RNAs were pelleted, washed for 15 min with 80% ethanol, dried and resuspended in RNase free water. Human RNAs were extracted by resuspending cell pellets in 1 ml of Tri Reagent (Sigma-Aldrich T9424) and incubating for 5 min at room temperature. Subsequently 0.2 ml of chloroform was added and the samples were vortexed for 3 minutes and incubated for 10 min at room temperature. The samples were centrifuged for 15 min at 14 krpm at 4°C and the aqueous phase was precipitated with 0.5 ml of isopropanol. The pellets were washed with 75% ethanol, dried and resuspended in water for further use.

### RNA capture by pull-down using IFIT1

Two alternative pull-down protocols were used, ‘Complex on Beads’ Con-B (Supplementary Box S1) and ‘Complex in Solution’ Cin-S (Supplementary Box S2). In the Con-B method, a 50 μl portion of the Ni^2+^-Sepharose 6 Fast Flow (GE Healthcare) slurry beads was washed with RNase-free water and equilibrated in a chilled Binding Buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM DTT, 5 mM imidazole, 0.01% Tween 20, 3 mM MgCl_2_). Beads were sedimented by centrifugation at 500 × g for 1 min at 4°C and the supernatant was discarded. A portion of 2–3 μg (35–55 pmol) of 6xHis-IFIT1 was immobilized on the beads under rolling mixing for 0.5–1 h at 4°C. The beads were sedimented as before and washed with 1 ml of the Binding Buffer. The binding of IFIT1 with RNA (a mixture of 4 of the *in vitro* transcribed RNAs (Supplementary Table S2) or 10 μg of the total yeast RNA) was performed in 1 ml of Binding Buffer supplemented with poly(dI-dC) (Poly(deoxyinosinic-deoxycytidylic acid) sodium salt, Sigma-Aldrich) at a final working concentration of 2 μg/ml, under rolling mixing for 1 h at 4°C. Prior to the capture procedure, RNA samples were heat denatured at 65–70°C for 10 min and placed on ice for 5 min before the binding. In the Cin-S method, IFIT1 was bound with RNA in 1 ml of the Binding Buffer supplemented with Poly(dI-dC) under rolling mixing for 1 h at 4°C and after that, the mixture was transferred to the pre-equilibrated beads for IFIT1-RNA complex immobilization. After binding, the beads were sedimented as before and washed several times with 1 ml of chilled Wash Buffer (50 mM Tris pH 7.5, 250 mM NaCl, 1 mM DTT, 5 mM imidazole, 0.01% Tween 20, 3 mM MgCl_2_). Selected RNA was released by proteolysis with Proteinase K (Invitrogen) for 1 h at 37°C. The eluted RNA was precipitated with ethanol, re-suspended in RNase-free water and used for further reactions. RNeasy Mini Kit (Qiagen) was used for RNA clean-up prior to RNA-seq.

Yeast RNA samples (total RNA and RNA recovered after the pull-down) were analyzed by high-resolution automated electrophoresis with Agilent Bioanalyzer 2100 and Agilent RNA 6000 Pico Kit (according to the manufacturer's protocol).

RNA oligonucleotides recovered after the pull-down (Con-B protocol) of the *in vitro* transcribed mix of the four RNAs were separated in a 12% PAA gel containing 8 M urea, stained with SYBR Gold Nucleic Acid Gel Stain (Thermo Fisher Scientific) and visualized on a ChemiDoc MP Imaging System (Bio-Rad).

### RNA capture using human eIF4E(K119A) or yeast Cdc33 or Cbp80-20

50 μl of MagneGST magnetic beads (Promega V8600) per 1 sample were washed 3 times with 1 ml of PBS. The GST binding capacity declared by the manufacturer at 1 mg and is far thus below the amounts of GST-eIF4E(K119A) that were subsequently applied to the resin (0, 0.015, 0.03, 0.06 and 0.090 mg) and bound for 1 h in PBS at 4°C on a rotating wheel. 200 μl of CNBr-activated SepFast MAG resin with coupled Cdc33 or Cbp80-20 dimer (encompassing or lacking N-6xHis-SUMO tag) or 40 μl of Dynabeads™ His-Tag Isolation & Pulldown magnetic beads with bound N-6xHis-SUMO tagged Cdc33 or Cbp80/20 were used in parallel, at approximately 0.1 mg protein/ml. The resins were washed 3 times in 1 ml PBS and then 3 times in 1 ml IP buffer (10 mM potassium phosphate buffer, pH 8.0, 100 mM KCl, 2mM EDTA, 5% glicerol, 0.005% Triton X-100, before use 6mM DTT and 20U/ml Ribolock was added). 120 μg of total RNA in 50–90 μl water were denatured at 70°C for 10 min and cooled for 2 min on ice, The RNAs were supplemented to 500 μl with IP buffer and incubated with the MagneGST-eIF4E(K119A) resin for 90 minutes at 4°C on a rotating wheel. The flow-through was collected for control analyses. The resin was washed 3 times with 1 ml of IP buffer, 2 times with IP buffer containing 0.5 mM GDP, which should reduce background levels, and again 2 times with 1 ml of IP buffer. The resin was resuspended in 500 μl of IP buffer for elution. Elution was performed with the protocol for RNA extraction using 400 μl of phenol solution saturated with 0.1 M citrate at pH 4.3 and following all the steps described above.

### Sequencing and NGS data analysis

Depletion of rRNA with a commercial RiboMinus™ Transcriptome Isolation Kit, yeast (Invitrogen) was performed according to the manufacturer's protocol. Samples for small-scale trial sequencing were sent to Eurofins Genomics, where polyA-based enrichment was performed according to the Standard eukaryotic library service and compared with our Con-B and RiboMinus ribodepleted samples. mRNA was fragmented and cDNA synthesis was performed using random hexamer priming, and analyzed by Illumina NovaSeq 6000 sequencing using 150 bp paired-end reads.

Samples for large-scale sequencing were prepared in triplicates for Cin-S, Con-B and RiboMinus ribodepleted samples. The strand-specific cDNA library was prepared using an Illumina Tru-Seq kit by the Genomics Core Facility, Centre of New Technologies, University of Warsaw. Sequencing was performed using Genome Sequencer Illumina NovaSeq 6000 PE100. Sequencing of nine samples generated 406 681 674 reads in two paired-end fastq files per experiment. Raw sequences have been deposited in ENA: PRJEB49214, the analyzed data and description of the samples were deposited in GEO: GSE210198. The quality of the data received from the sequencing was checked with FastQC v0.11.9 software. Reads were trimmed and filtered to remove contaminations and low quality reads with Trim Galore v0.6.7 (–quality 20, default auto-detection of adapters; Supplementary Tables S3–S4). The high-quality filtered paired-end reads were aligned to *Saccharomyces cerevisiae* rRNA with bowtie2 v2.4.4, then resulting sequences were counted and removed from further analysis. All remaining reads were aligned to the genome of *S. cerevisiae* (NCBI: GCF_000146045.2_R64) using STAR v2.7.9a, allowing up to 4% of mismatches per read length (Supplementary Table S5). The resulting BAM files were used in the IGV v2.11.4 program to generate coverage plots of genes (Figure 3D; Supplementary Figures S9 and S10). In the next step, all uniquely mapped reads were counted using featureCounts v2.0.3 and normalized to TPM (transcript per million) either for all reads or for reads mapping to coding sequences only, using a custom R script (Supplementary Data 1; Supplementary Table S6). Using TPM data, we generated bar charts and heatmap of expression for selected genes (Figure 2G; Supplementary Figure S8). Based on the annotations from the NCBI database and including previously deleted rRNA sequences, the percentages of individual RNA biotypes for all experimental groups were calculated (Figure 2D–F; Supplementary Tables S7–S8). For the rRNA heatmap (Supplementary figure S5A), sequences removed at the bowtie2 filtering stage were also included. The Venn diagram of protein-coding genes (Supplementary figure S5B) detected by each method was generated with InteractiVenn (25) from genes having at least 10 raw reads in each replicate. The raw counts without non-coding sequences were loaded to the DEBrowser v1.22.2 web tool and genes with a maximum number of raw reads of 10 or less in all samples were filtered out. For PCA and volcano plots of differential expressed genes, the data was normalized with MRN (Supplementary Data 2: median ratio normalization; Figure 2A–C; Figure 3A–C; Supplementary Figure S3A–C). Differential expression analysis was performed with DEBrowser v1.22.2 using the DESeq2 v1.34.0 library (Fit Type:Parametric; Test Type:Wald; Supplementary Data 3).

**Figure 2.**
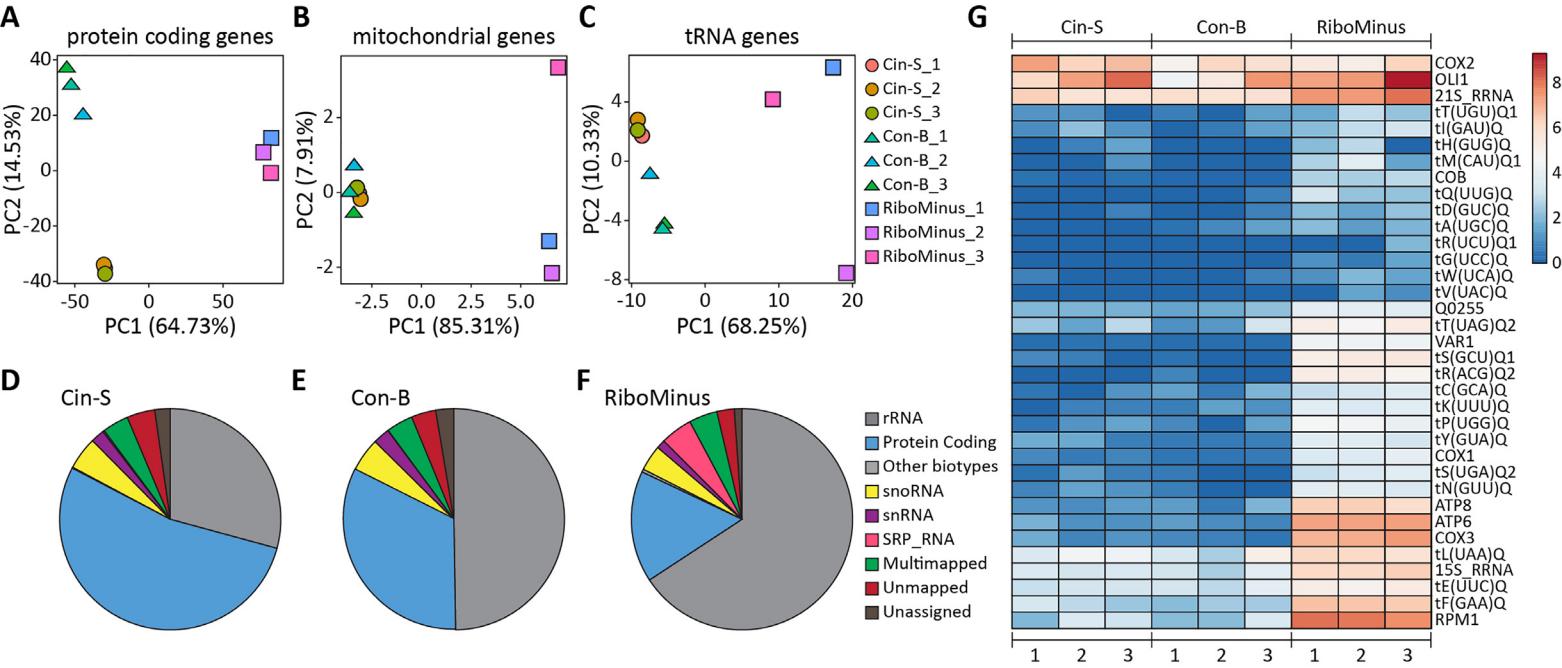
Comparison of RiboMinus (RM) and IFIT1-based approaches (Cin-S, Con-B) for mRNA enrichment. Principal component analysis (PCA) for (**A**) protein coding genes, (**B**) mitochondrial genes, (**C**) genes encoding tRNAs. Biotypes of (**D**) Cin-S, (**E**) Con-B and (**F**) RM datasets. (**G**) Heatmap representing mitochondrial transcripts (log_2_(TPM + 1)).

**Figure 3.**
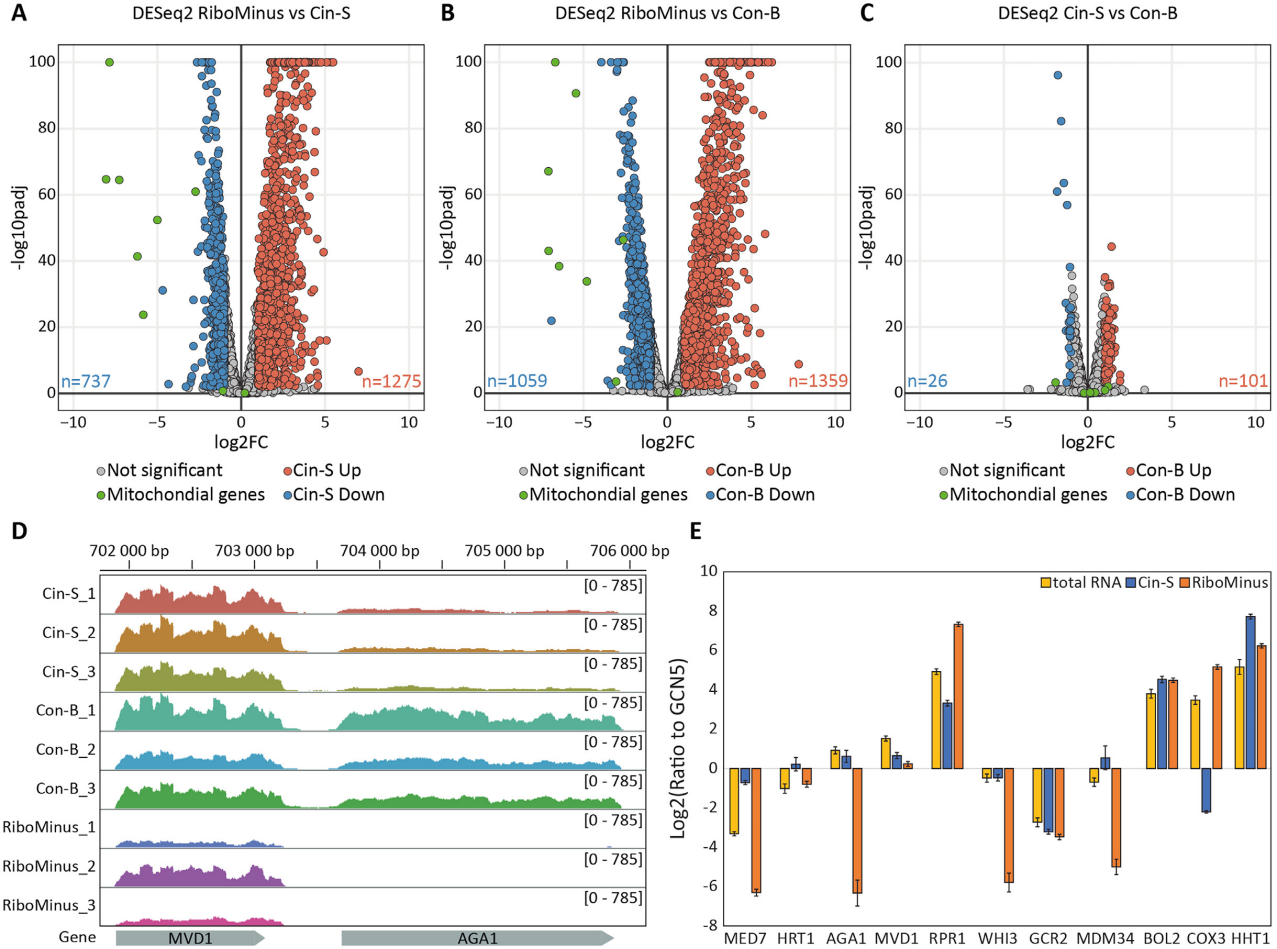
Differential analysis of count data (DESeq2) for pairwise comparisons of RM with Cin-S **(A**), RM with Con-B (**B**), and Cin-S with Con-B (**C**) datasets. Statistically significant transcripts (*P*_adj_ ≤ 0.01) with at least 2-fold change (FC) were marked in blue (respective decrease) or red (respective increase), and mitochondrial transcripts were highlighted in green; *P*_adj_ – Benjamini–Hochberg adjusted *P*-value. At the bottom of the graphs on the left and right side are the numbers of transcripts with significantly decreased and increased enrichment, respectively. (**D**) Plots representing reads mapped to the AGA1 and MVD1 genes. (**E**) RT-qPCR quantification of MED7, HRT1, AGA1, MVD1, RPR1, WHI3, GCR2, MDM34, BOL2, COX3 and HHT1 relative ratios to the GCN5 reference gene.

### Analyses of the 5′ UTRs of mRNAs

The first 10 nucleotides of the 5′UTR for coding RNAs were extracted from the genome, based on the main promoter downloaded from the EPDnew database (26). The sequences were used to generate WebLogos (WebLogo 3.7.11 (27,28). We have analyzed 4920 UTRs out of 5794, all for which sequences were annotated. UTRs of the genes having internal transcription start site were not included. For analysis of IFIT1 sequence preference, we counted the prevalence of the given base in each position, in the groups of mRNA that were defined by the intervals of differences in counts (fold change) in Cin-S or Con-B as compared to RM. The results were plotted with Microsoft Excel as percent of the given base in the mRNA group.

### Reverse transcription and real-time PCR

After pull-down experiments, 70 ng of recovered RNA was subjected to a reverse transcription (RT) reaction using First Strand cDNA Synthesis Kit (Roche Life Science) and random hexamers, according to the manufacturer's protocol). The resulting cDNA was used for real-time quantitative PCR (qPCR). qPCR was performed in a final volume of 25 μl containing 1x HOT FIREPol EvaGreen qPCR Mix Plus (ROX) (Solis BioDyne), 0.8 μM forward primer and 0.8 μM reverse primer, according to the manufacturer's protocol. Three technical replicates were performed for each qPCR reaction. Primers used for the qPCR are listed in the Supplementary material (Supplementary Table S9). Thermocycling reactions were performed using a LightCycler 96 Instrument (Roche Life Science), with an initial denaturation step at 95°C for 5 min, followed by 40 cycles of 15 s at 95°C, 20 s at 60°C and 20 s at 72°C. The results were analyzed by the relative quantification using software provided by the manufacturer (Roche Life Science) and experimentally determined primer efficiency coefficients, comparing the level of selected yeast transcripts: MED7, HRT1, AGA1, MVD1, RPR1, WHI3, GCR2, MDM34, BOL2, COX3, HHT1, 18S rRNA, TDH3, RPS13, RPL21B, RPL28 and RPL36A) or human transcripts (GAPDH, NOSIP, WDR61, CTR9, SKIV2L and TTC37) (Supplementary Table S9). NCBI’s BLAST (Basic Local Alignment Search Tool) was used to design target-specific primers and avoid off-target amplification. The enrichment of the material with selected RNA molecules was then determined by comparing the relative amount either before or after the pull-down procedure to the reference gene (GCN5) or displayed as change relative to the input. The reference gene was selected based on NGS results and a constant copy number in all analyzed samples. A no reverse transcriptase control (NRT) assessment during qPCR demonstrated no DNA contamination of RNA samples. All total RNA samples had a RIN value above 7.8. A RIN value was not applicable to pull-down samples due to rRNA depletion.

### Microscale thermophoresis

MST experiments were performed on a Monolith NT.115 system (Nanotemper Technologies) at 22°C with 60% IR-laser power and 60% LED in MST buffer (PBS, 5% glycerol, 0.5 mM TCEP, 0.05% Tween20) using premium capillaries. The concentration of Cy5-labeled cap 0–100-mer RNA was kept constant at 10 nM. Unlabeled protein was titrated in 1:1 dilutions with the highest concentration of 1 μM IFIT1 or 50 μM eIF4E(K119A). The recorded fluorescence was normalized to the fraction bound and analyzed using GraphPad Prism 9.3.0.

## RESULTS

### eIF4E pull-down can enrich human, but not yeast mRNA

Cap 0 is commonly found in budding yeast *Saccharomyces cerevisiae* but is rare for human RNAs (Figure 1A), making a cap 0-based mRNA purification protocol potentially of great interest to the yeast community, for example in studies of poly(A) tails (29). Purification of mRNAs for transcriptomic analyses using eIF(K119A) was developed for human and mouse studies, and mostly demonstrated in vertebrates which have cap 1 or higher-methylated mRNA caps. Therefore, to test the utility of eIF4E(K119A)-based protocol towards yeast mRNAs we compared the efficiency of yeast and human mRNA enrichment using increasing amounts of eIF4E(K119A). We noted that the absolute level of human, but not yeast, RNA bound was proportional to the amount of eIF4E(K119A) used as the bait (Supplementary Figure S1A). Consistently, reverse-transcription coupled to real-time quantitative PCR (qPCR) analysis of a selected pool of transcripts showed no specific enrichment of yeast mRNAs, in contrast with a maximum average 50% mRNA purification efficiency of human coding transcripts, which was attained at average bait amounts (Supplementary Figure S1B). Indeed, inspection of the RNA quality on agarose gel suggested that the increased amounts of RNA purified at a higher eIF4E(K119A) concentration was likely due to non-specific binding to ribosomal RNA (Supplementary Figure S1C), providing a highly contaminated sample when used by inexperienced hands. Although the K119 residue mutated in human eIF4E, which increases the protein's affinity towards capped RNA, is not conserved in yeast, we next attempted to use also yeast cap-binding proteins for mRNA enrichment. We purified the yeast eIF4E homolog Cdc33 along with the nuclear Cbp20/80 cap binding complex and assayed its binding in various experimental settings to yeast total RNA and saw no substantial enrichment (Supplementary Figure S1D, E). To our knowledge, no published or commercial protocol exists for purification of yeast mRNAs via the cap, and we thus next pursued development of our new IFIT1-based method.

### IFIT1 selectively and efficiently binds RNA molecules in a cap 0-dependent manner

We experimentally evaluated and optimized RNA pull-down conditions for IFIT1 using a small pool of artificial RNAs with various 5′ ends (Figure 1C; Supplementary Table S2). We mixed RNAs with 5′ cap 0, ppp, p and OH modifications representing four possible RNA forms found in the yeast cell (Figure 1D): mature cap 0 mRNA, triphosphorylated RNAs which have not yet been subjected to a capping reaction or processing; monophosphorylated RNAs which are products of exo- or endo-nucleolytic cleavage, and hydroxylated RNAs which arise mainly from chemical cleavage. His-tagged IFIT1 immobilized on Ni-sepharose resin efficiently enriched samples for cap 0-modified RNA (Figure 1C), with an excellent affinity for cap 0-RNA (apparent *K*_D_ = 47 ± 2.4 nM) (Supplementary Figure S2).

This high selectivity of IFIT1 towards RNAs modified with cap 0 allowed us to apply an IFIT1-based pull-down to much more complex samples to achieve mRNA enrichment prior to a transcriptomic analysis. To this end, we isolated total RNA from yeast and captured its cap 0 fraction in two alternative approaches (Supplementary Box S1 and S2). To optimize IFIT1 binding with RNA, we introduced the Cin-S (‘Complex in Solution’) capture method (Figure 1E; Supplementary Box S2) that allowed protein-RNA complex formation prior to immobilization on the resin via the affinity tag of IFIT1. For comparison, we also used the initial Con-B (‘Complex on Beads’) approach (Figure 1E; Supplementary Box S1) in which IFIT1 was attached via affinity tag to the resin prior to binding with RNA. The Cin-S method was intended to enable more accessibility and flexibility of IFIT1, whereas Con-B was thought to promote preferential orientation of N-terminal tags towards the resin and therefore exposure of the C-terminal RNA-binding sites of IFIT1 to the solution. In each case, washing steps removed the unbound, cap-less RNA from the RNA-IFIT1 complexes immobilized on the resin, and in the final extraction step using Proteinase K digestion the cap 0-RNA could be easily recovered for use in downstream NGS analyses. We successfully prepared RNA samples processed according to both Cin-S and Con-B protocols for the comparison of their performance in RNA-seq library preparation.

### IFIT1-based RNA selection is a viable method for RNA library preparation

In order to identify the right benchmarking method, we started our NGS analyses with a small-scale trial experiment comparing two commercially available ribodepletion approaches, RiboMinus (RM) and polyA enrichment, with the Con-B approach applied to the total yeast RNA (raw data not included). The Principal Component Analysis (PCA) for RM, polyA and Con-B showed PC1 and PC2 contributions of 63% and 20.41%, respectively (Supplementary Figure S3A, B). The polyA-enriched dataset was distinctly located more distant from other datasets (PC1), while RM and IFIT1-based approaches seemed more closely related. This result confirmed our expectations that the 3′ end-dependent method might differ substantially from our 5′ end-dependent IFIT1 pull-down, as it is known also to vary from eIF4E capture (9), other custom ribodepletion methods (30) and commercial ribodepletion results (4,5,31). We therefore next focused on the use of RM as the commercially available benchmark method for a large-scale evaluation of our IFIT1-based pull-down approach.

We compared the RNA samples recovered from the IFIT1 pull-down (Cin-S and Con-B) with those obtained using the commercially available RiboMinus (RM) standard ribodepletion procedure applied to total yeast RNA. 

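The strain was BY4741, a laboratory strain of Saccharomyces cerevisiae, grown in YPD, a rich medium. In the Con-B approach IFIT1 was first bound to Ni-Sepharose beads and the RNA was added to them, whereas in Cin-S the complex of IFIT1 and RNA formed in solution and was captured afterwards. RM removes rRNA from total RNA with probes that hybridize to it. Each method is represented by 3 libraries, referred to by the method and the replicate number. The authors deposited the number of reads counted on each of 6427 annotated genes, 6002 of them protein-coding, without normalization. Before counting they trimmed the reads with Trim Galore, removed the read pairs that aligned to rRNA with bowtie2, aligned the rest to the R64 genome with STAR and counted the uniquely mapped reads with featureCounts. The counts therefore hold little rRNA, and genes with a near-identical copy lose the reads that map to both copies. The paper's text does not name the strand setting used in counting, so counts of overlapping genes are uncertain. Cin-S libraries had between 15381593 and 16498054 counts on genes, with a median of 15545929. For Con-B the range was 18055039 to 31186972 with a median of 25755554, and for RM it was 7443370 to 21958299 with a median of 8051787. The 10 most abundant genes took 17.8% ± 0.646 (SD, n = 3) of the counts in Cin-S, 22.0% ± 0.942 in Con-B and 34.8% ± 0.898 in RM, so the scaling between libraries bears on every comparison. From these counts, each pair of methods was compared over the 6 libraries concerned with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and TMM scaling. Genes whose count was 10 or less in all 9 libraries were left out, which kept 5782 protein-coding genes in one fit and 6067 genes of all biotypes in another. The fit over all biotypes was used for non-coding transcripts and for the mitochondrial genes summarized by biotype. Values of single mitochondrial mRNAs are from the fit over protein-coding genes. A gene was called, as in the paper, at an adjusted p of 0.01 or less and a fold change of at least 2. Log2 fold changes are above 0 where the first method named is higher. Normalized counts of single genes are the authors' values, which are the counts divided by median-of-ratios size factors over all genes.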

Triplicates for each approach were prepared and sequenced using Illumina NovaSeq 6000 PE100. We received 406.7 million paired-end raw reads in total (ranging from 25.6M to 88.9M reads per sample) with a mean length of the read of 101 bp. In the first stage, data was trimmed and filtered to remove low-quality reads. On average, about 38% of sequences contained adapters. After adapters removal and verification of the data quality (mean Phred quality score min. 20), 6.808 to 76.621 sequences per sample were deleted (Supplementary Table S3). In the following step, sequences were mapped to the rRNA reference fasta file generated from the reference genome and the GTF annotation file, and 7.5M to 60.4M sequences were removed from further analysis (28–68% of all sequences in samples; Supplementary Table S4). The remaining reads were mapped to the yeast reference genome (NCBI: GCF_000146045.2_R64). Approximately, 7.8M to 33.7M reads were uniquely mapped to the genome (79.9–89.6%; Supplementary Table S5) and then counted. 

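In the deposited table the total of each of the 9 libraries equals the number of assigned reads that the paper lists for it in Supplementary Table S6. Summed over protein-coding genes alone, the counts were 13449921, 14726668 and 13624503 in Cin-S replicates 1, 2 and 3, 25745953, 14475959 and 20769492 in Con-B, and 4511011, 13722342 and 4778891 in RM. Protein-coding genes took 88.1% ± 0.999 (SD, n = 3) of the counts in Cin-S, 81.1% ± 1.26 in Con-B and 60.8% ± 1.58 in RM. The RM libraries of replicates 1 and 3 are thus the shallowest for mRNA.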

We received 7.4M to 31.1M reads assigned to the genes (Supplementary Table S6; Supplementary Data 1). At all stages of data analysis, the statistics (mapped and uniquely assigned reads) we obtained for Cin-S and Con-B methods were comparable with those resulting from the standard RM approach. 

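With the trimmed reads of Supplementary Table S3 as the denominator, 60.6% ± 1.30 (SD, n = 3) of the reads were assigned to genes in Cin-S, 42.9% ± 11.3 in Con-B and 27.9% ± 3.35 in RM. Every Cin-S library (59.6% to 62.1%) lay above every RM library (24.7% to 31.4%), whereas Con-B replicate 3, at 30.1%, fell within the RM range and the other Con-B libraries were at 47.1% and 51.6%. Among the reads left after rRNA removal, the paper's uniquely mapped percentages (Supplementary Table S5) average 88.8% ± 0.694 in Cin-S, 85.4% ± 4.79 in Con-B and 80.5% ± 0.849 in RM.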

In all Principal Component (PC) analyses, the triplicates within Cin-S and Con-B datasets grouped closely, indicating good reproducibility (Figure 2; Supplementary Figure S3C; Supplementary Data 2). 

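Principal components were recomputed from the authors' normalized counts, centred and scaled to unit variance per gene. Over the protein-coding genes of that table PC1 held 64.9% and PC2 14.4% of the variance. The mean distance between replicates in the plane of these components was 2.37 for Cin-S, 13.8 for Con-B and 9.96 for RM, in units of the scores. On these scaled, untransformed counts the Con-B replicates were spread more widely than the RM replicates, whereas on log2 of the normalized count plus 1, not scaled, the distance between RM replicates was 2.29 times the mean of the pull-downs' distances, which places the RM replicates farther apart than those of Con-B. Without Con-B replicate 3 the distance between RM replicates was 2.21 times the mean of the pull-downs' distances, against 1.23 times with all 9. Over 29 mitochondrial genes the distances were 0.235 for Cin-S and 0.871 for Con-B, and over 204 tRNA genes 0.868 and 2.80.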

Typically, RM derived data placed more distantly from the Con-B and Cin-S data (PC1), and the RM replicates exhibited more variability (PC2) for mitochondrial (Figure 2B) and tRNA (Figure 2C) genes. 

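On PC1 of the protein-coding genes, the RM libraries scored 77.3 to 82.7, the Cin-S libraries -30.7 to -29.9 and the Con-B libraries -55.1 to -44.4. PC1 and PC2 held 85.3% and 7.91% of the variance for mitochondrial genes, and 68.3% and 10.3% for tRNA genes. The SD of the PC2 scores of the mitochondrial genes was 2.96 among the RM replicates (n = 3), 0.151 in Cin-S and 0.636 in Con-B. For tRNA genes it was 7.47, 0.544 and 2.05. RM replicates lay 6.64 times as far apart as those of the pull-downs for mitochondrial genes and 6.88 times as far for tRNA genes. For the mitochondrial genes this depended on the setting. On log2 of the normalized count plus 1 with scaling the ratio was 1.24, and without scaling RM replicates were 0.725 times as far apart as those of the pull-downs. Without scaling, tRNA genes gave 1.83 times on that scale. With 1 RM library left out, the ratio for mitochondrial genes lay between 11.3 and 14.6, and without Con-B replicate 3 it was 20.5 for tRNA genes.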

The mean coverage and read distribution for all genes was also comparable between Cin-S, Con-B and RM approaches, with the highest overall mean coverage for the Con-B method (Supplementary Figure S4A).

### IFIT1-based capture method selectively enriches nucleus-encoded mRNA

The number of reads in each biotype, including previously removed rRNA counts, were recalculated for each experimental group according to the reference data (Figure 2D-F; Supplementary Figure S5A; Supplementary Tables S7 and S8). This detailed biotyping showed decreased rRNA counts in Cin-S (29.23%) and Con-B (49.75%) datasets when compared to RM data (65.76%), with depletion efficiency in IFIT1 pull-downs especially pronounced for 5S and 5.8S rRNA and less for 18S and 25S rRNA (Supplementary Figure S5A). This improved rRNA depletion was accompanied by improved protein-coding RNA counts (53.42%, 32.65% and 16.27% for Cin-S, Con-B and RM, respectively) and enriched transcripts detection (Supplementary Figure S5B). 

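The shares were recomputed from the counts per biotype, with the rRNA reads removed before alignment (Supplementary Table S4) added to the rRNA counts and the trimmed reads of each library as the denominator. The count totals per biotype equal the paper's Supplementary Table S7 in all 9 libraries. snoRNA took 4.80% ± 0.425 (SD, n = 3) of the trimmed reads in Cin-S, 5.35% ± 1.57 in Con-B and 4.15% ± 1.13 in RM, which overlap between methods. snRNA took 1.97% ± 0.0231, 2.61% ± 0.618 and 1.37% ± 0.202. RNase P RNA was at 0.0672% ± 0.00543 in Cin-S, 0.0286% ± 0.0156 in Con-B and 0.282% ± 0.0283 in RM.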

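rRNA made up 29.2% ± 0.985 (SD, n = 3) of the trimmed reads in Cin-S, 46.8% ± 12.2 in Con-B and 63.9% ± 4.49 in RM. With the reads of the 3 libraries pooled, the shares were 29.2%, 49.7% and 65.8%. All Cin-S libraries lay below all RM libraries (two-sided exact permutation test, p = 0.1, adjusted p = 0.120 over the 12 comparisons of 4 biotypes, and 0.1 is the smallest p that 3 libraries against 3 allow). Between Con-B and RM the ranges overlapped (exact permutation p = 0.200, adjusted p = 0.218), because Con-B replicate 3 held 60.6% rRNA and the other Con-B libraries 42.1% and 37.7%. At this depth the 95% Wilson intervals of single libraries are narrow, from 60.59% to 60.61% for Con-B replicate 3, and cover counting error only. The denominator moved these shares most. Of the reads assigned to genes alone, from which most rRNA had been removed, rRNA was 0.0369% in Cin-S and 0.174% in RM, and of assigned reads plus the rRNA reads removed it was 32.6% in Cin-S and 69.6% in RM.

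**Figure D1:**
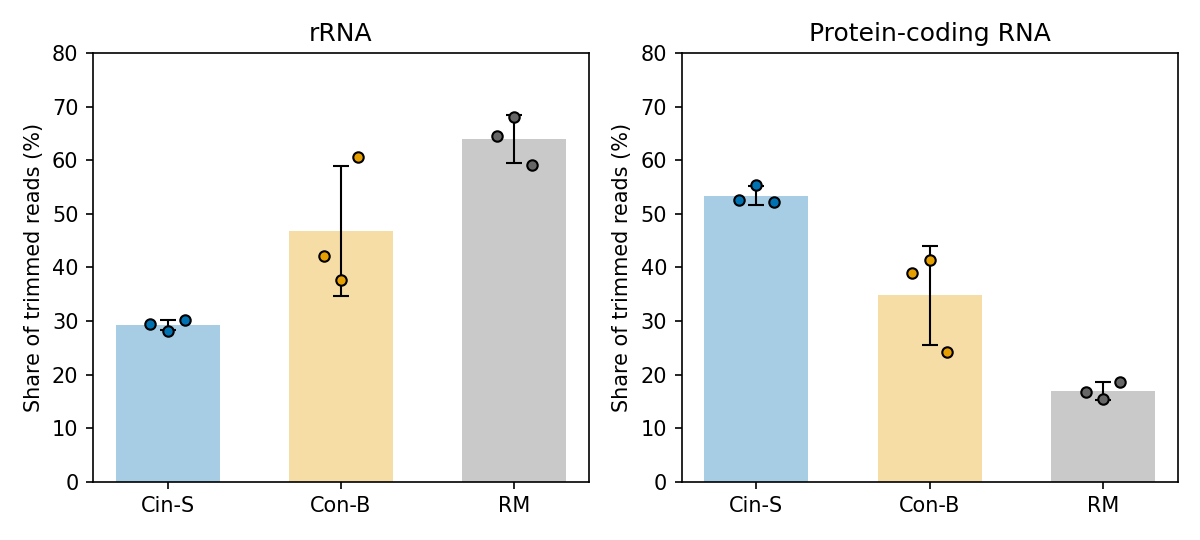
Share of trimmed reads (%) that were rRNA (left) and protein-coding RNA (right) in Cin-S, Con-B and RM. Bars are means, error bars the SD of 3 libraries and points single libraries; Con-B replicate 3, at 60.6% rRNA, lies within the range of the RM libraries.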

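Protein-coding RNA took 53.4% ± 1.74 (SD, n = 3) of the trimmed reads in Cin-S, 34.8% ± 9.24 in Con-B and 16.9% ± 1.60 in RM, which is 3.15 times the RM share in Cin-S and 2.06 times in Con-B. The libraries of the 3 methods did not overlap (exact permutation test, p = 0.1 for each pair of methods, adjusted p = 0.120). Con-B replicate 3 was the lowest pull-down library at 24.3%, and the highest RM library was at 18.6%. Con-B recovered less protein-coding RNA than Cin-S in every library, the highest Con-B share being 41.4% and the lowest Cin-S share 52.2%.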

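Detection was counted as at least 10 raw counts in each of the 3 libraries of a method. Of 6002 protein-coding genes, 5640 were detected in Cin-S, 5679 in Con-B and 5422 in RM. All 3 methods detected 5400 (90.0%) and none of them 300 (5.00%). Both pull-downs but not RM detected 223 genes (3.72%), 12 were detected in Cin-S alone and 45 in Con-B alone. RM alone detected 6 genes, which were ATP8, VAR1, HXT6, VTH2, YKR104W and YOL013W-A. Con-B replicate 2 decided part of these lists, since without it 80 genes were found in Con-B alone, 3 in Cin-S alone and 3 in RM alone. Without Cin-S replicate 1, 19 were found in Cin-S alone, and without RM replicate 1 or 3, 11 in RM alone. Of the 223 genes found only in the pull-downs, 124 were also called higher than RM in both of them, and 193 had at least 10 counts in RM replicate 2, the deepest RM library. Their median count summed over the 3 libraries was 39 in RM, 156 in Cin-S and 252 in Con-B. With RM replicate 1 left out, 156 of the protein-coding genes fell in this class. The minimum moved this class most, with 396 genes at 20 or more counts and 149 at 5 or more. When all libraries were thinned at random to 4511011 protein-coding counts, 143 genes (mean of 20 draws) were found in both pull-downs and not in RM, and 64.3 in RM alone. YOL013W-A had normalized counts of 197 ± 42.5 in RM (SD, n = 3), 8.16 ± 4.48 in Cin-S and 2.38 ± 1.23 in Con-B. In RM replicate 1 the counts were 11 for HXT6, 17 for VTH2 and 12 for YKR104W, near the minimum; these genes have close paralogs, and reads that map to both copies were not counted.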

We compared mRNA with at least 10 raw reads in our datasets (which criterion excluded ∼5%, i.e. 300 out of 6002 transcripts), and while the large majority (90%) of protein-coding RNAs was identified with such threshold for all three methods, an additional ∼4% (233 transcripts) was identified in both Cin-S and Con-B but not RM, and further 1% (57 transcripts) by only Cin-S or Con-B, whereas only ∼0.1% (6 transcripts encoding: mitochondrial ATP8 and VAR1, membrane proteins HXT6, VTH2 and YKR104W, and uncharacterised YOL013W-A) were found in RM alone but not in IFIT1 pull-downs (Supplementary Figure S5B). All datasets contained very little tRNA counts (0.1–0.2%). In addition, Cin-S and Con-B approaches recovered very little SRP RNA (0.25% and 0.04%, respectively), which contrastingly accounted for 4.68% of all mapped RNAs in RM data. 

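tRNA took 0.00935% ± 7.11e-04 (SD, n = 3) of the trimmed reads in Cin-S, 0.0122% ± 0.00530 in Con-B and 0.0226% ± 0.00305 in RM, over 299 tRNA genes. The Cin-S libraries all lay below the RM libraries (exact permutation test, p = 0.1), and so did the Con-B libraries. Con-B replicates 1 and 2, at 0.0153% and 0.0152%, lay above the 3 Cin-S libraries, and Con-B replicate 3, at 0.00603%, lay below them. Reads that map to several copies of a tRNA gene were not counted, so these shares cover uniquely mapped reads only. Over the reads assigned to genes alone, the tRNA share was 0.0154% in Cin-S and 0.0823% in RM.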

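SRP RNA is the RNA component of the signal recognition particle, transcribed from SCR1 (chromosome V, 441987 to 442508, plus strand). It took 4.94% ± 0.503 (SD, n = 3) of the trimmed reads in RM, 0.253% ± 0.0172 in Cin-S and 0.0443% ± 0.00230 in Con-B. The share in RM was 19.5 times that in Cin-S and 111 times that in Con-B, and the Cin-S share was 5.70 times the Con-B share. No library of one method overlapped another method's (exact permutation test, p = 0.1). In the fit over all genes, SCR1 changed by -5.61 log2 units in Cin-S relative to RM (standard error 0.17, adjusted p = 1.29e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by -7.37 in Con-B relative to RM (standard error 0.28, adjusted p = 2.15e-09 from the same test).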

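Non-coding transcripts were compared in the fit over all biotypes, and their positions are those of the R64 annotation. RPR1, the RNA of nuclear RNase P, lies on chromosome V from 117667 to 118035. Its normalized count was 175782 ± 28335 in RM (SD, n = 3), 16217 ± 2018 in Cin-S and 10524 ± 4373 in Con-B, with log2 fold changes relative to RM of -3.40 (standard error 0.15, adjusted p = 1.44e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -4.00 (standard error 0.29, adjusted p = 1.83e-07 from the same test). U6 snRNA, from snR6 on chromosome XII (366235 to 366346), had the largest decrease of the named transcripts. Its log2 fold change was -10.93 in Cin-S and -10.29 in Con-B, from 19374 ± 2841 normalized counts in RM to 9.79 ± 6.82 and 15.2 ± 5.00. The snoRNA snR190 (chromosome X, 139761 to 139950) changed by -7.87 in Cin-S and -7.78 in Con-B, snR70 (chromosome XVI, 718887 to 719050) by -5.74 and -5.62, and snR17b (chromosome XVI, 281056 to 281517) by -4.20 and -3.81. For snR17a (chromosome XV, 780107 to 780596), which overlaps IRC13 on the same strand, the changes were -4.07 and -5.66. All of these decreases were called in both pull-downs, and in each of them no pull-down library reached the lowest RM library. snR41 (chromosome XVI, 719148 to 719242) was at 0.051 and 0.26 and snR86 (chromosome XIII, 762110 to 763113) at 0.41 and 0.75, neither of them called. Higher in both pull-downs were snR4 (chromosome V, 424698 to 424883), by 1.92 and 2.72, and snR11 (chromosome XIII, 652275 to 652532), by 2.36 and 3.65. The normalized count of snR11 in RM replicate 3 was 24333, against 6526 and 5956 in the other RM libraries, and without that library its changes were 3.33 and 4.60. U1 snRNA, from snR19 (chromosome XIV, 230105 to 230672), rose in Con-B by 1.11 log2 units (standard error 0.17, adjusted p = 8.08e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) but not in Cin-S, where its change was -0.18 (standard error 0.10, adjusted p = 0.130 from the same test). Between Con-B and Cin-S snR19 differed by 1.26 (adjusted p = 6.57e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives tried, the change in Cin-S relative to RM stayed between -0.25 and 0.020. In TPM over all genes, as the authors computed them, snR19 stood higher in both pull-downs, at 22421 ± 279.5 in Cin-S and 41787 ± 1366 in Con-B against 19254 ± 498 in RM (SD, n = 3), so its direction in Cin-S depends on the scaling.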

Other non-coding transcripts which decreased in the Cin-S and Con-B samples included RPR1 (the component of nuclear RNase P, transcribed by RNA polymerase III), some snoRNAs (e.g. snR70, snR17a, snR17b, snR190) and snRNA (e.g. snR6, which is U6 snRNA, also a product of RNA polymerase III), but not all non-coding RNA were affected (e.g. snR41, snR86) and some were relatively enriched in IFIT1-based pull-downs (e.g. snR4, snR11 or snR19 which is U1 snRNA) (Supplementary Figure S6; Supplementary Data 1B). 

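The annotation lists 47 C/D box and 29 H/ACA box snoRNA genes, of which 41 and 27 were tested. Relative to RM, the median log2 fold change of C/D box snoRNAs was -2.04 in Cin-S and -2.18 in Con-B. In Cin-S, 25 of them were called lower and 5 higher, and in Con-B 24 were lower and 4 higher. H/ACA box snoRNAs had medians of -0.45 in Cin-S, with 9 called lower and 2 higher, and 0.75 in Con-B, with 10 lower and 12 higher. Both classes spanned a wide range, from -8.16 to 3.33 for C/D box and from -7.25 to 2.36 for H/ACA box snoRNAs in Cin-S. The difference in medians between the classes was tested after the values had been seen. It was past 0.05 in Con-B (permutation test across genes, p = 0.0218, adjusted p = 0.0436 over 2 comparisons) and not in Cin-S (p = 0.207), and genes are not independent replicates. Over the alternatives tried, the median of the H/ACA box snoRNAs lay between -0.58 and -0.20 in Cin-S and between 0.49 and 0.88 in Con-B.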

Among the non-coding RNAs, those with cap-less ends due to processed 5′ ends (the majority of C/D box snoRNA) or lack of capping (RNA polymerase III products) were relatively depleted in IFIT1 pull-downs, while enriched non-coding RNAs included capped transcripts such as H/ACA box snoRNA which typically receive trimethylated cap structures (m_3_^2,2,7^GTP) post-transcriptionally (32). 

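The mitochondrial genome holds 46 of the genes in the count table. Together they took 0.296% ± 0.0740 (SD, n = 3) of the assigned reads in RM, 0.0551% ± 0.00442 in Cin-S and 0.0654% ± 0.0188 in Con-B. In the fit over all biotypes, 7 of the 9 protein-coding genes tested were called lower in Cin-S than in RM and 8 lower in Con-B, with median log2 fold changes of -5.74 and -5.30. Of 16 mitochondrial tRNAs, 13 were called lower in Cin-S and 16 in Con-B, with medians of -3.78 and -4.09. The counts of the mitochondrial rRNAs decreased less. Log2 fold changes were -3.12 in Cin-S and -3.22 in Con-B for 15S_RRNA, and -2.38 and -1.68 for 21S_RRNA, which overlaps the intron-encoded SCEI. The paper made the reference for rRNA removal from the genome and its annotation, so reads of these rRNAs may have been removed before counting. Their changes, and their part in the share above, would then describe leftover reads only.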

The most striking differences in the case of mRNAs were seen for those originating from genes encoded within the mitochondrial genome (Figure 2B, G). In both Cin-S and Con-B datasets, we detected only low levels of the majority of mitochondrial transcripts, except for COX2 and OLI1 transcripts (Figure 2G).

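COX2 lies on the mitochondrial genome from 73758 to 74513 and overlaps Q0255 on the same strand. Its normalized count was 1288 ± 434 in Cin-S (SD, n = 3), 1714 ± 1184 in Con-B and 1102 ± 552 in RM. In the fit over protein-coding genes its log2 fold change relative to RM was 0.21 in Cin-S (standard error 0.32, adjusted p = 0.572 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.64 in Con-B (standard error 0.45, adjusted p = 0.210 from the same test). With single libraries left out it ranged from -0.072 to 0.74 and from -0.064 to 1.13. Over the alternatives its adjusted p lay between 7.68e-05 and 0.937 in Cin-S and between 0.0133 and 0.894 in Con-B from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or DESeq2, lowest without RM replicate 3 in Cin-S (0.74) and without Con-B replicate 1 in Con-B (1.02). COX2 thus stood higher in Cin-S than in RM, by less than 2-fold, once RM replicate 3 was left out. OLI1 (46723 to 46953) had normalized counts of 998 ± 313 in Cin-S, 259.8 ± 132 in Con-B and 2113 ± 1894 in RM, where replicate 3 stood at 4299.8 and the others at 991 and 1049. Its change in Cin-S, -1.12 (standard error 0.48, adjusted p = 0.0536 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), was not called and came to -0.046 without RM replicate 3, whereas without RM replicate 2 it was -1.42 and called. In Con-B, OLI1 was called lower than in RM, with a log2 fold change of -3.04 (standard error 0.53, adjusted p = 1.69e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called with any single library left out, at -1.99 without RM replicate 3. The other 7 protein-coding genes tested were lower in both pull-downs. Within the pull-downs, COX2 stood at 82.4 ± 26.5 TPM in Cin-S and 88.1 ± 67.9 in Con-B and OLI1 at 210.04 ± 65.0 and 43.2 ± 25.1, whereas COX1, COX3, COB, ATP6, ATP8 and VAR1 had means of at most 1.71 in Cin-S and 1.70 in Con-B.

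**Figure D2:**
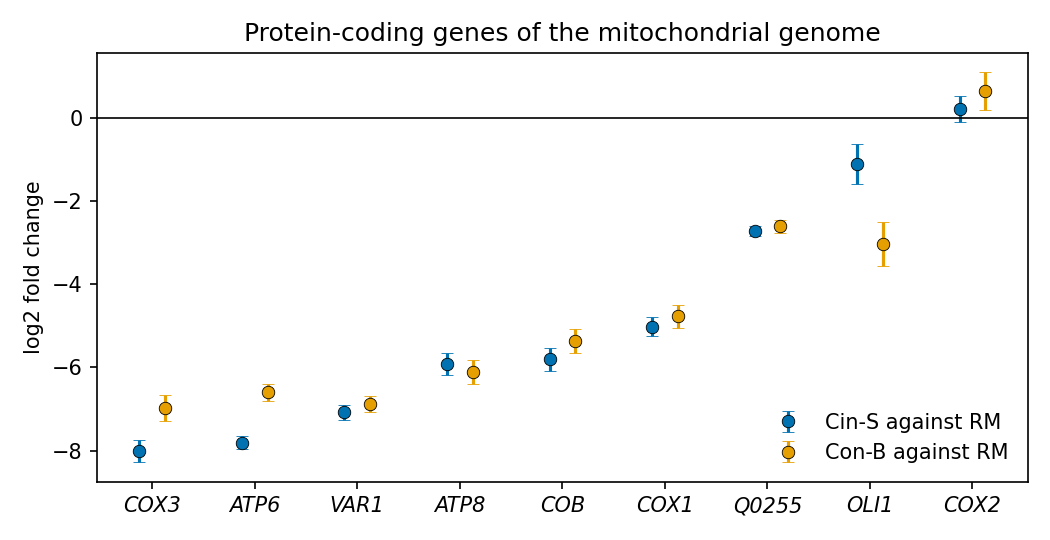
Log2 fold change of the 9 protein-coding genes of the mitochondrial genome in Cin-S and Con-B relative to RM, from the fit over protein-coding genes. Points are estimates from 3 libraries against 3 and error bars standard errors; OLI1 and COX2 lie nearest to 0 in Cin-S, at -1.12 and 0.21.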

### IFIT1-based transcriptome analysis avoids off-target hybridization artifacts

We next ascertained whether the IFIT1-based mRNA capture introduced any bias to the mRNA content in comparison with the original total RNA sample. 

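Among the mitochondrial mRNAs, COX3 (79213 to 80022 on the mitochondrial genome) showed the largest decrease in the fit over protein-coding genes, in Cin-S as in Con-B. It had 3274 ± 719.96 normalized counts in RM (SD, n = 3), 13.1 ± 7.45 in Cin-S and 25.5 ± 16.2 in Con-B, log2 fold changes of -8.00 (standard error 0.27, adjusted p = 8.14e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -6.97 (standard error 0.32, adjusted p = 1.17e-09 from the same test). ATP6 (28487 to 29266) changed by -7.80 in Cin-S and -6.59 in Con-B, VAR1 (48901 to 50097) by -7.08 and -6.87, and ATP8 (27666 to 27812) by -5.92 and -6.12. In Con-B the order of COX3 and VAR1 is not settled. The authors' deposited table has VAR1 lowest there, at -7.09, and COX3 next, at -7.08. For COB (36540 to 43647) the changes were -5.80 and -5.37, and for COX1 (13818 to 26701) -5.02 and -4.77; both genes overlap reading frames within their introns. For these 6 genes every RM library stood above every pull-down library. RPM1 (85295 to 85777), tested in the fit over all biotypes, fell from 3202 ± 524 normalized counts in RM to 98.7 ± 18.2 in Cin-S and 42.0 ± 6.00 in Con-B, changes of -4.98 and -6.20. The pull-down counts behind these values are small, with 13, 7 and 22 counts of COX3 in the 3 Cin-S libraries.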

As noted in the biotype analysis, Cin-S and Con-B data showed a decrease in some mitochondrial mRNA (e.g. ATP6, ATP8, COB, COX1, COX3, VAR1) and non-coding transcripts (RPM1, the RNA component of mitochondrial RNase P) as compared to RM (Figure 2G, Figure 3A-B, Supplementary Data 3). The Cin-S and Con-B approaches showed a very good correlation with each other (Supplementary Figure S7) and similar read counts per gene (Figure 3C). 

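Pearson's r between pairs of libraries was computed on log10 of the normalized count plus 1, across the protein-coding genes of the authors' normalized table, which are not independent replicates. The mean r was 0.978 ± 0.00226 (SD over 9 pairs) between Cin-S and Con-B libraries, 0.857 ± 0.0105 between Cin-S and RM, and 0.816 ± 0.0150 between Con-B and RM. Replicates gave 0.994 in Cin-S, 0.990 in Con-B and 0.981 in RM. The scale moved these values most, since without the log transform r fell to 0.954 between Cin-S and Con-B, 0.620 between Cin-S and RM, and 0.524 between Con-B and RM. Compared directly, 100 protein-coding genes were called higher and 26 lower in Con-B than in Cin-S. With Con-B replicate 3 left out, 145 were higher and 43 lower. The 3 largest increases were in SRX1 (YKL086W; 1.87), YML039W (1.84) and ROQ1 (YJL144W; 1.62), and the largest decreases in OLI1 (-1.93), VMA16 (YHR026W; -1.83) and HAC1 (-1.79), all in log2 units and among genes whose Con-B and Cin-S libraries do not overlap. YML039W is a retrotransposon gene that overlaps YML040W and shares reads with other copies. Without Cin-S replicate 3 neither SRX1 (1.76) nor YML039W (1.64) was called, and without Cin-S replicate 1 YML039W (1.85) was not.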

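The protein-coding gene with the largest fitted increase relative to RM, in Cin-S as in Con-B, was YER084W (chromosome V, 327065 to 327451), which had no counts in any RM library. It had 77 counts over the 3 Cin-S libraries and 199 over the 3 Con-B libraries. Against a floor of 3 counts over the RM group, and as a share of the protein-coding counts, it was at least 14.1-fold higher in Cin-S and at least 25.0-fold higher in Con-B, a limit for counting error only. SRL1 (YOR247W, chromosome XV, 797676 to 798308) had normalized counts of 157 ± 45.4 in RM (SD, n = 3), 7021 ± 84.5 in Cin-S and 10215 ± 2259 in Con-B. Its log2 fold changes relative to RM were 5.37 (standard error 0.15, adjusted p = 2.31e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.95 (standard error 0.23, adjusted p = 4.17e-10 from the same test). For RPP1B (YDL130W, chromosome IV, 229906 to 230527) they were 5.04 (standard error 0.12) and 5.99 (standard error 0.19), from 1154 ± 210.1 normalized counts in RM to 39192 ± 1551 in Cin-S and 74662 ± 10116 in Con-B. SRL1 and RPP1B were called in both pull-downs, and their pull-down libraries did not overlap those of RM.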

We observed that some transcripts had significantly lower read counts in the RM samples than in Con-B or Cin-S samples (Supplementary Figure S8). 

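MED7 (YOL135C) lies on the minus strand of chromosome XV from 69376 to 70044, and HRT1 (YOL133W) next to it from 70325 to 70690. MED7 had 22.0 ± 7.36 normalized counts in RM (SD, n = 3), 235 ± 27.0 in Cin-S and 559.9 ± 102 in Con-B, and its counts in the RM libraries were 6, 37 and 11. Its log2 fold change relative to RM was 3.24 in Cin-S (standard error 0.22, adjusted p = 1.03e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.50 in Con-B (standard error 0.23, adjusted p = 2.92e-09 from the same test). HRT1 had 479 ± 11.2 normalized counts in RM, 342 ± 28.0 in Cin-S and 315 ± 10.0 in Con-B. Its RM libraries lay above those of the pull-downs, though the change was under 2-fold, with log2 fold changes of -0.52 (standard error 0.099) and -0.63 (standard error 0.12). AGA1 (YNR044W) and MVD1 (YNR043W) lie on the plus strand of chromosome XIV from 703699 to 705876 and from 701895 to 703085. AGA1 had 50.0 ± 11.5 normalized counts in RM, 665 ± 32.8 in Cin-S and 1654 ± 259 in Con-B, which are log2 fold changes of 3.82 (standard error 0.16) and 5.12 (standard error 0.19). MVD1 had 1568 ± 13.9 in RM, 2372 ± 72.7 in Cin-S and 1485 ± 92.8 in Con-B, so it was higher in Cin-S, by 0.57 (standard error 0.071), and near RM in Con-B, at -0.099 (standard error 0.10). Likewise, WHI3 (YNL197C, chromosome XIV, 267608 to 269593) changed by 3.89 in Cin-S and 4.30 in Con-B, and MDM34 (YGL219C, chromosome VII, 82878 to 84257) by 3.07 and 4.11, from 78.4 ± 21.1 and 54.8 ± 9.00 normalized counts in RM. GCR2 (YNL199C, chromosome XIV, 264926 to 266530) was at -0.53 and -0.81, and BOL2 (YGL220W, chromosome VII, 82374 to 82736) at -0.14 and -0.54, neither of them called; with library totals alone in place of TMM, GCR2 was called lower in Con-B (-1.13). HHT1 (YBR010W), whose reads shared with HHT2 were not counted, was at -0.25 and 0.41. MED7, AGA1, WHI3 and MDM34 were called in both pull-downs under every alternative tried.

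**Figure D3:**
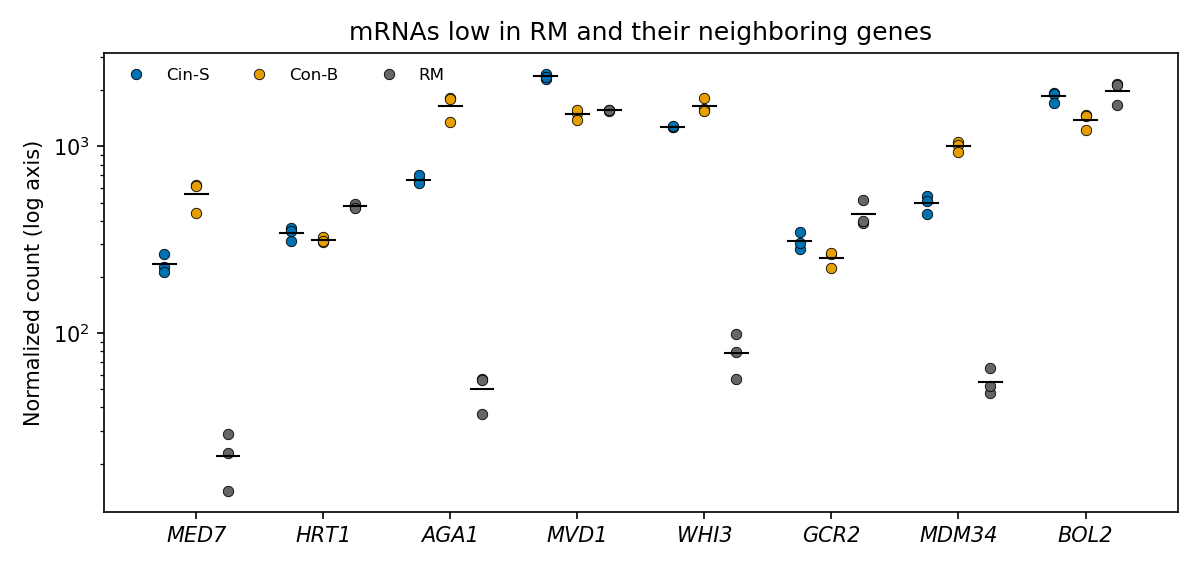
Normalized counts on a logarithmic axis of MED7, AGA1, WHI3 and MDM34 and of HRT1, MVD1, GCR2 and BOL2 in Cin-S, Con-B and RM. Points are single libraries and lines the means of 3 libraries; MED7 had a mean of 22.0 in RM and 559.9 in Con-B.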

Among mRNAs that demonstrated low coverage in RM samples were MED7 and AGA1, whereas their neighboring genes HRT1 and MVD1, respectively, showed comparable coverage in all samples and methods (Figure 3D; Supplementary Figure S9). 

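GCN5 (YGR252W) lies on chromosome VII from 996869 to 998188. Its normalized count was 531 ± 57.7 in RM (SD, n = 3), 409 ± 54.0 in Cin-S and 393 ± 20.6 in Con-B, with log2 fold changes relative to RM of -0.39 in Cin-S (standard error 0.12, adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.44 in Con-B (standard error 0.12, adjusted p = 0.00502 from the same test), which is under 2-fold. In TPM over all genes, as the authors computed them, GCN5 stood at 14.4 ± 1.31 in RM, 15.1 ± 2.64 in Cin-S and 11.2 ± 1.24 in Con-B.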

Since the mean coverage for all genes (Supplementary Figure S4) and the coverage of the housekeeping genes such as GCN5 (Supplementary Figure S10) did not indicate any problems with the general performance of the RM method and dataset (nor with Cin-S or Con-B), we attributed this selective difference to putative off-target depletion of some mRNAs such as MED7 and AGA1, most probably due to hybridization to RiboMinus probes during the ribodepletion step procedure.

We next validated these differences for selected genes using RT-qPCR on the total RNA, Cin-S and RM samples (Figure 3E; Supplementary Figure S11). We confirmed the efficient removal of rRNA in Cin-S by comparing 18S rRNA levels with the reference GCN5 mRNA (Supplementary Figure S11A). RT-qPCR results confirmed the selective decrease in mitochondrial transcripts such as COX3 in the Cin-S samples, and the relative depletion of MED7, AGA1, WHI3 and MDM34 in the RM samples (Figure 3E; Supplementary Figure S11B, C), whereas their neighboring genes (HRT1, MVD1, GCR2, BOL2, HHT1) showed comparable levels in both sample types. To summarize, apart from the expected cap-dependent differences in mitochondrial and non-coding transcripts, we did not detect any problems with mRNA recovery by the IFIT1-based capture method; conversely, our approach overcame artifacts due to the alternative RM method.

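Both comparisons with RM share the RM libraries, so an aberrant RM value moves them together. Across 5782 protein-coding genes, which are not independent replicates, Pearson's r between the log2 fold changes of Cin-S and of Con-B was 0.956 and Spearman's rho 0.946, and 89.4% of the genes changed in the same direction. In 20 simulated data sets with no difference between methods, in which both comparisons share the simulated RM libraries, the mean r was 0.569, the mean rho 0.506 and the share 68.0%. Called in both pull-downs in the same direction were 1812 genes. For some mRNAs with low counts in RM, the paper proposes off-target depletion by the RiboMinus probes. It rests this in part on coverage without problems over all genes and over housekeeping genes such as GCN5. By RT-qPCR it also found MED7, AGA1, WHI3 and MDM34 relatively depleted in RM samples, with neighboring genes at comparable levels. It adds that earlier studies saw such depletion too, and that data from other commercial methods did not show it. The paper also states that no problems with mRNA recovery by IFIT1 were detected, apart from cap-dependent differences in mitochondrial and non-coding transcripts.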

### Sequence specificity of the IFIT1 protein toward RNA

In the differential analysis of count data (Figure 3A, B), the IFIT1-based approach showed a slight bias in the enrichment of the mRNAs. 

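In Cin-S, 1250 protein-coding genes were called higher and 758 lower than in RM, and in Con-B 1375 higher and 1014 lower. The authors' deposited table holds 1275 genes higher and 737 lower in Cin-S at the same thresholds, of which 1239 and 734 were called here too, and for Con-B the authors' deposited table holds 1359 and 1059, with 1351 and 1014 shared. The scaling moved the balance of directions most. With library totals alone in place of TMM, 1037 genes were higher and 1238 lower in Cin-S, and 1087 higher and 1534 lower in Con-B, so whether more genes rise than fall depends on it. With DESeq2 the counts were 1271 and 726 in Cin-S and 1362 and 1058 in Con-B.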

We also observed a slight increase in 5′-proximal reads for Cin-S relative to RM in the region following the translation start site (TSS) in the coverage of the averaged metagene, whereas RM showed an increase in the region centered around ∼100–150 nt preceding the TSS (Supplementary Figure S4B). 

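HAC1 (YFL031W) lies on chromosome VI from 75179 to 76147 and has 2 exons. Its normalized count was 53839 ± 5212 in RM (SD, n = 3), 12552 ± 608 in Cin-S and 3595 ± 157 in Con-B. Relative to RM its log2 fold change was -2.13 in Cin-S (standard error 0.085, adjusted p = 2.32e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.92 in Con-B (standard error 0.14, adjusted p = 2.48e-10 from the same test), and the fold change in Con-B was 0.0659. Of 5782 protein-coding genes tested, HAC1 ranked 8 from the lowest in Con-B and 36 in Cin-S. The difference between Con-B and Cin-S was itself called (adjusted p = 5.70e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).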

Possibly, some mRNA relatively depleted in IFIT1 pull-downs may be due to the presence of degradation or processing products lacking caps, for example we noted one of the most decreased count values (e.g. fold Change of 0.065 for Con-B in regard to RM, Supplementary Data 3) for the HAC1 transcript which contains known endonucleolytic cleavage sites (33). We tested this hypothesis by comparing our results with published studies of decapped intermediates either identified in the 5′-3′ co-translational decay (34) or stabilized in *xrn1-* strain (35). Decapped transcripts prone to degradation by the 5′ exonuclease Xrn1 identified in these studies did not show any significant correlation with the abundance of transcripts decreased in IFIT1 pull-downs nor in the RiboMinus dataset (Supplementary Figure S12, Supplementary Data 4). mRNAs relatively depleted in IFIT1 pull-downs were present both among transcripts with high and low codon protection index (CPI, a signature of regulation by the 5′-3′ co-translational decay). For example, YOL075C and FEN2 with high CPI, as well as HAC1 and YIR016W with low CPI (Supplementary Data 4), are all among the top 50 RNAs relatively depleted in both Cin-S and Con-B as compared to RM (Supplementary Data 3). 

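The codon protection index was compared across the 520 genes that Supplementary Data 4A lists, out of the 737 lower in Cin-S in the authors' deposited table. Spearman's rho with the log2 fold change of Cin-S relative to RM was 0.0977 (two-sided permutation test, p = 0.0257, adjusted p = 0.0257 over 3 relations) and Pearson's r 0.109. Genes with a higher index were thus slightly less decreased in Cin-S. With libraries left out in turn, a step chosen after the data had been seen, rho without RM replicate 2 was 0.0840 and no longer past 0.05. With the mean TPM in Cin-S, rho was -0.178 (permutation p = 3.00e-05, adjusted p = 4.50e-05), and with the mean TPM in RM -0.203 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3.00e-05). Both TPM relations were chosen after the fold-change relation had been seen. All of these are across genes, which are not independent replicates. The comparison with transcripts stabilized in the xrn1 strain is not analysed here.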

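From the lowest log2 fold change upward, YOL075C ranked 32 of 5782 protein-coding genes in Cin-S and 66 in Con-B. FEN2 (YCR028C) ranked 38 and 36, and YIR016W 39 and 43. Log2 fold changes relative to RM were -2.19 in Cin-S and -2.20 in Con-B for YOL075C (chromosome XV, 189658 to 193542), -2.08 and -2.37 for FEN2 (chromosome III, 170886 to 172424), and -2.07 and -2.32 for YIR016W (chromosome IX, 382628 to 383425), all called. By codon protection index among the genes of Supplementary Data 4A, the paper's values place YOL075C 519 from the lowest, FEN2 514, HAC1 18 and YIR016W 2.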

The low CPI for HAC1 mRNA might be in line with an endonucleolytic initiation of degradation other than the co-translational exoribonucleolytic decay by Xrn1, and IFIT1 pull-downs might show decreased counts in both cases. 

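Among the genes of Supplementary Data 4A that were called lower in Cin-S than in RM here (520 of 520), the median codon protection index was 0.542, with quartiles of 0.284 and 0.856. The index itself comes from the published decay study, and its values are used as the paper lists them.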

The mRNA decay intermediates are less pronounced during yeast growth in the rich media such as YPD used in our experiments, as compared to stress conditions (the median of CPI is 0.536 in the YPD dataset of (34)), which might have contributed to their observed poor correlation with decreased enrichment on IFIT1 (the median of CPI in the set of transcripts with fC ≤0.5 in Cin-S relative to RM was 0.542, indicating low or no prevalence of co-translational degradation). Nonetheless, comparisons with Xrn1-dependent datasets could not let us attribute the bulk of the mRNAs relatively underrepresented in IFIT1 pull-downs to the presence of decapped intermediates. Moreover, the mRNA relatively enriched in Cin-S and Con-B should be attributed rather to preferential binding by IFIT1. We therefore looked at the trends in sequences of the yeast mRNA as ranked by their differential enrichment or depletion in IFIT1 pull-downs in comparison with RM. Since IFIT1 binds to the cap 0, and the largest RNA fragment found in the co-crystal structure of IFIT1 amounts to 10 nt Cap 0-RNA (Figure 1B) (18), we analyzed IFIT1 sequence specificity based on the first 10 nucleotides of the 5′UTR. Sequences of the UTRs were grouped based on the fold Change value compared to the RM data. 

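The authors' deposited table gives the first 10 bases of the 5′ UTR, counted from the transcription start, for 4920 genes, of which 4917 were tested here. Genes more than 10-fold higher than in RM (99 in Cin-S and 158 in Con-B) were compared with genes at less than 0.4 of RM (268 and 507), base by base and position by position, with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment over the 40 tests of each method. Adjusted p was 0.05 or less in 6 tests in Cin-S and 15 in Con-B. With the authors' fold changes, with only the genes with a mean normalized count of at least 100, and with single libraries left out (a step chosen after seeing the data), 4 to 9 tests passed in Cin-S and 14 to 19 in Con-B.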

We observed consistent differences at several UTR positions in both Cin-S and Con-B datasets (Supplementary Figure S13, Supplementary Data 3). Notably, with the exception of the third nucleotide, IFIT1 in general preferred adenines, which were slightly overrepresented in the most enriched mRNA group (Supplementary Figure S13B, D), but at the same time correspond to the general presence of adenine as the most prevalent base throughout the yeast UTRs (Supplementary Figure S13A). 

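Adenine was more frequent in the most enriched group than in the most depleted group at 9 of 10 positions in Cin-S and 9 of 10 in Con-B. Compared with all genes, adenine was more frequent in the enriched group at 8 positions in Cin-S and 9 in Con-B, and at position 5 in Cin-S it was less frequent, at 35.4% against 41.0%. Between the enriched and the depleted group the exception in both was position 3, where 24.2% against 29.5% of the genes had adenine in Cin-S and 24.7% against 26.4% in Con-B, differences that were not past the threshold (adjusted p = 0.516 and 0.863, Fisher's exact test). At position 2, 59.6% of the enriched Cin-S group had adenine (95% Wilson interval 49.7% to 68.7%) and 37.3% of the depleted group (interval 31.7% to 43.2%; adjusted p = 0.00854, Fisher's exact test), and in Con-B the shares were 55.1% and 38.1% (adjusted p = 0.00212 from the same test). At position 7 the Con-B shares were 54.4% and 35.3% (adjusted p = 3.43e-04, Fisher's exact test). Over all 4917 genes, adenine was the most frequent base at all 10 positions, at position 3 with 30.6% against 29.6% for guanine.

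**Figure D4:**
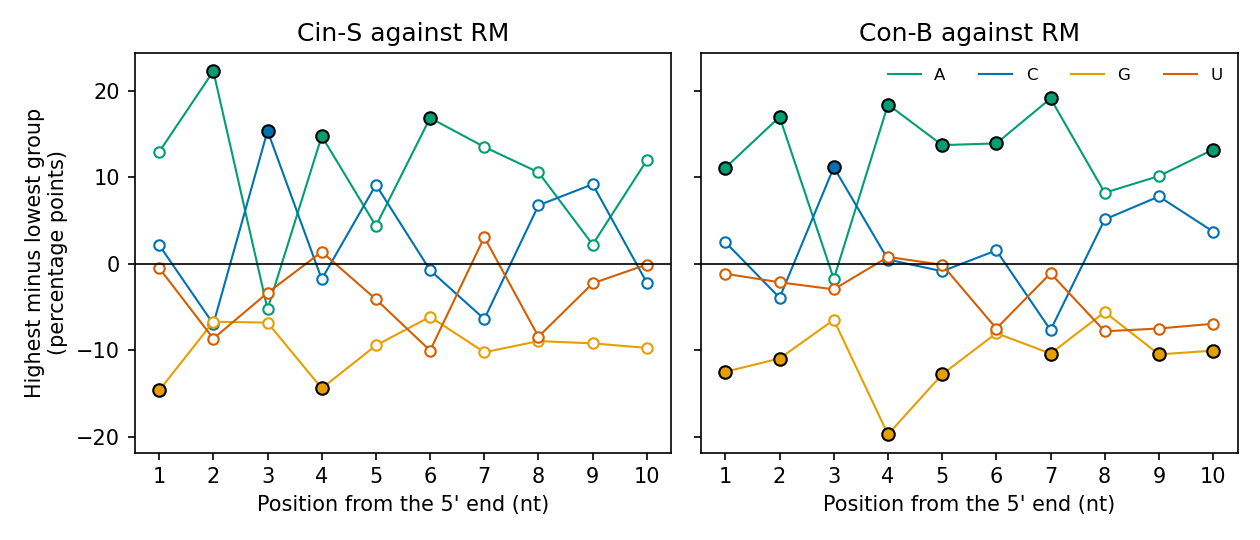
Share of each base in the most enriched group minus its share in the most depleted group, in percentage points, by position in the first 10 bases of the 5′ UTR, for Cin-S and Con-B relative to RM. Filled points have an adjusted p of 0.05 or less; adenine lies above 0 at 9 of 10 positions in both.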

At the third, fourth and fifth positions, IFIT1 showed increased preference for cytosines, while guanines were slightly depleted, especially in the fourth position. However, none of these changes in enriched or depleted base identities exceeded more than about 10% of the average base frequency, and were typically only a few percent over- or under-represented in the UTRs of the relatively most enriched or depleted mRNAs (quantified percentages in Supplementary Figure S13). 

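Cytosine at position 3 was found in 30.3% of the enriched and 14.9% of the depleted group in Cin-S (adjusted p = 0.0303, Fisher's exact test) and in 29.1% and 17.9% in Con-B (adjusted p = 0.0108 from the same test). At position 4 the shares were 23.2% and 25.0% in Cin-S and 22.8% and 22.3% in Con-B, and at position 5 29.3% and 20.1% in Cin-S and 20.3% and 21.1% in Con-B, none of which passed the threshold (adjusted p of 0.849 and 0.937 at position 4, 0.172 and 0.937 at position 5). Compared with all genes, cytosine in the enriched group was higher by 2.63 percentage points at position 4 and 11.8 at position 5 in Cin-S, and by 2.18 and 2.74 in Con-B. Guanine at position 4 was found in 19.2% of the enriched and 33.6% of the depleted group in Cin-S (adjusted p = 0.0468, Fisher's exact test) and in 15.2% and 34.9% in Con-B (adjusted p = 4.07e-05 from the same test). The Cin-S difference of -14.4 points lay close to the threshold. With only the genes with a mean normalized count of at least 100 its adjusted p was 0.0700, without Cin-S replicate 1 it was 0.0563 and without RM replicate 1 0.0509 (Fisher's exact test). At position 1 guanine was less frequent in the enriched group too, 11.1% against 25.7% in Cin-S and 11.4% against 23.9% in Con-B (adjusted p = 0.0315 and 0.00404, Fisher's exact test).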

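Measured against all genes with a 5′ sequence, the largest difference of the most enriched group was 12.1 percentage points in Cin-S, for adenine at position 2, and 12.5 in Con-B, for adenine at position 7. As a percent of the base's frequency over all genes, these are 25.4% and 29.9%. Between the most enriched and the most depleted groups, the largest difference was 22.3 points in Cin-S, for adenine at position 2, and 19.7 points in Con-B, for guanine at position 4.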

We could not identify any preferred sequence motif among mRNA preferentially enriched on IFIT1, as evidenced by the variability in the top enriched 5′ UTR sequences (for example, the top three transcripts in Cin-S vs. RM: TIM13, HSP150 and FYV5 with sequences 5′AAUCAAUCUU, 5′AUCAAUAAGA and 5′AGCCGGAUAU, respectively; Supplementary Data 3A). 

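TIM13 (YGR181W, chromosome VII, 858287 to 858604) had 709 ± 71.5 normalized counts in Cin-S (SD, n = 3) and 17.5 ± 5.54 in RM, a log2 fold change of 5.15 (standard error 0.18, adjusted p = 9.81e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HSP150 (YJL159W, chromosome X, 120449 to 121690) changed by 5.20 (standard error 0.11), from 379 ± 59.5 to 14534 ± 155 normalized counts. FYV5 (YCL058C, chromosome III, 23523 to 23981), which overlaps ADF1 on the other strand, changed by 4.40 (standard error 0.41) and had 1, 8 and 0 counts in the RM libraries, so its fold change is imprecise, and with single libraries left out it lay between 4.05 and 6.16. Among the 4917 genes with a 5′ sequence, HSP150 ranked 1, TIM13 2 and FYV5 12 by log2 fold change in Cin-S here. From the small differences in base composition and the variety of the top sequences, the paper concludes that IFIT1 has a slight base composition preference and binds robustly to all cap 0-RNA.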

We conclude that IFIT1 shows a slight base composition preference which contributes to the differences in mRNA counts, but that IFIT1 binds robustly to all cap 0-RNA.

## DISCUSSION

mRNA enrichment using the cap-binding eIF4E protein is commonly used for transcriptomic analyses, especially those focusing on 3′ ends (10). Often, it is used in tandem with standard ribodepletion in order to improve sequence coverage of the coding transcriptome, since eIF4E(K119A) pull-downs of human mRNA retain a large proportion of 28S rRNA (10). In addition, cap-dependent capture is thought to enrich more mature, intact mRNAs as opposed to degradation intermediates that underwent decapping (33). It also differs from the Cap Analysis Gene Expression (CAGE) method which requires chemical oxidation and biotinylation of the cap for capture on streptavidin, which is typically combined with RNase digestion and thus yields 5′-proximal mRNA fragments in order to map transcriptional start sites (36). In contrast, protein-based mRNA capture via the cap is used rather for enrichment and studies of full-length transcripts.

Surprisingly, in our attempt with human or yeast eIF4E, its binding to yeast RNA did not perform as well as for another less known cap-binding protein, IFIT1. This might have resulted from unsuccessful purification or instability of eIF4E. However, since eIF4E(K119A), in our expert hands, was able to pull down human mRNA, we concluded that the quality of the protein sample was not the source of the poor binding to yeast mRNA. Nonetheless, problems with protein production or stability may also regard other protein affinity-based transcriptomic analyses, and it is worth noting that under the same experimental conditions, IFIT1 performed more robustly than eIF4E (nor could we find published studies of yeast mRNA capture by eIF4E). Another explanation is that poor capture efficiency by eIF4E may stem from the nature of 5′ ends of the analyzed RNA, for example due to obstructive or missing RNA modifications, such as defective N7-methylation of the cap. Unlike eIF4E, IFIT1 has no dependence on N7-methylation, which could facilitate mRNA capture in suboptimal or degraded samples (in which N7-methyl group may be lost or inefficiently introduced). This property of IFIT1 could also be advantageous in studies using synthetic RNA (22). This includes applications in which the unmethylated cap is preferred, such as RNA sequencing pipelines using template-switching reverse transcription, in which GpppRNA confers improved efficiency and less bias than m7GpppRNA (22). Therefore, IFIT1 offers complementary properties to those of eIF4E: whereas IFIT1 is not expected to pull-down the cap 1 or cap 2 mRNA of vertebrates (to which our method would thus not apply), it is suitable for enrichment of mRNA lacking methyl groups at the 2′O of the first two nucleotides and facultatively the N7 position in the cap. In such cases, we propose that IFIT1 as a facile and versatile tool could be the preferred alternative to eIF4E for protein-based cap 0-dependent mRNA capture.

We successfully demonstrated on the example of yeast RNA that our IFIT1-based method recovered mRNA in a robust manner while removing the abundant rRNA and non-coding RNA more effectively than the commercial RM method. Unlike eIF4E (10), our IFIT1 method did not require additional ribodepletion, though it is compatible with such downstream purification and could be used in tandem with a ribodepletion step if needed, which would likely further increase sample purity and concentration. Con-B and Cin-S both produced high quality RNA-seq data with an excellent coverage of the protein coding transcriptome. Cin-S and Con-B gave comparable results, with less total read counts but higher mRNA fraction recovered in the Cin-S method, accompanied also by an increased proportion of reads in the region following TSS. This improved selectivity in Cin-S might be due to increased accessibility of IFIT1 in solution, or enabling weak IFIT1 homodimerization which may improve affinity (15,18,19). The main shortcoming of the IFIT1-based approach may be the inability to simultaneously enrich mitochondrial transcripts due to the absence of cap moiety, a downside of any cap-dependent method. Interestingly, even some non-coding RNAs were retained in the IFIT1 pull-down, correlating with their tendency to possess a trimethylated cap structure. IFIT1 may either recognize m_3_^2,2,7^GpppRNA, or, more likely, detect the nascent cap 0 ends of snRNAs and snoRNAs prior to their post-transcriptional trimethylation in the cytosol (32). Although IFIT1 was suggested to be largely sequence-agnostic as seen for its paralog IFIT5 (37) and IFIT1 co-crystal structures with either m^7^GpppAAAA (17) or m^7^GpppAUAGGCGGCG (18), we observed a slight sequence preference of IFIT1, mostly toward adenines. Our work is the first instance of a thorough comparison of IFIT1 sequence specificity on such a large ‘library’ of cap 0 transcripts provided by the yeast transcriptome. Previously, the sequence preference of IFIT1 for RNA was examined quantitatively mostly for the first cap-proximal nucleotide (38), and our results confirm the observed slight preference for adenine over guanosine in the first position (a two-fold difference in the binding constant was previously reported (38)). The sequence preference of IFIT1 mostly coincides with the natural 5′ end-proximal base occurrences in the yeast transcriptome, which are enriched for adenines. This slight bias of IFIT1 was not refractory to obtaining complete sequence coverage and high efficiency in retrieving mRNA counts, since IFIT1 can accommodate any 5′ end sequence in its binding site, and should remain completely agnostic to the sequence of the rest of the mRNA. We conclude that IFIT1 can be used robustly to analyze and compare coding transcriptomes in a largely sequence-independent manner.

The 5′-end capture, ribodepletion and polyA-dependent methods are known to produce slightly different results (4,5,9,30,31) and in this regard our IFIT1 method is expected to differ from RM, and perhaps even more so from the polyA capture as observed in our pilot experiments. We recommend that relative differential analyses should be performed using one methodological approach across all of the compared samples, as is typically done in the case of most RNA-seq analyses. IFIT1 capture should perform uniformly, even regardless of the order of steps, as demonstrated by the high correlation between Cin-S and Con-B data. Importantly, IFIT1-based capture avoided artifacts resulting from the RM procedure, as seen in the depletion of some mRNA (AGA1, MED7 and others), observed also in previous studies (3,39). We attributed these artifacts to off-target hybridization of RM probes directed against rRNA since these mRNAs were not depleted in datasets from other commercial alternatives (2). PolyA-based mRNA capture on oligo-dT is also known to suffer from such off-target probe hybridization artifacts, which may be especially pronounced in the case of AT-rich genomes, and this method may miss numerous polyA(-) transcripts (40). For example, planarian transcriptome studies showed that transposable elements and histone mRNAs were underrepresented in polyA libraries (30). Other known ribodepletion methods may rely on RNase-based rRNA digestion (e.g. by Cas9, RNase H), also directed by hybridizing guide oligonucleotides that may also have putative off-target effects (41–43). The use of RNA-binding proteins such as IFIT1 or eIF4E that may be easily produced in bacteria offers also an economic advantage over any antibody-based approaches. While sequence- or epitope-specific approaches might work well for well-described organisms and conserved motifs, many organisms may require optimization of probes, guides or antibodies. Our IFIT1-based cap 0-dependent capture may therefore offer a more robust, universal approach to mRNA library preparation that may be of value for studies in a wide range of organisms that have cap 0 mRNA. This includes higher plants and lower eukaryotes, for example eukaryotic microorganisms and interesting cases such as slime mold (44). This range may be further broadened by analogous pull-down procedures employing IFIT1 homologs from other species which reportedly also bind cap 1 mRNA (20,21). While the IFIT1-based pull-down can only offer mRNA enrichment (similarly to oligo-dT or eIF4E-based approaches), it is a versatile and a cost-effective capture method that performs on par with the commercially available approaches for analysis of the protein-coding transcriptome.

## DATA AVAILABILITY

Raw data is available under accession number ENA: PRJEB49214 and GEO: GSE210198.

## Supplementary Material

gkac903_Supplemental_Files

# Supplementary material for: A cap 0-dependent mRNA capture method to analyze the yeast transcriptome
**Source:** Nucleic Acids Res. 2022 Oct 19;50(22):e132. doi: 10.1093/nar/gkac903
**Supplement:** gkac903_Supplemental_Files

**Supplementary Data:**

**Supplementary Data 1.** (**A**) Uniquely mapped reads counted using featureCounts v2.0.3 without normalization. (**B**) Counts normalized to TPM (transcript per million) for all reads. (**C**) Counts normalized to TPM for reads mapped to coding sequences only.

**Supplementary Data 2.** (**A**) Counts normalized with MRN (median ratio normalization) for all reads. (**B**) Counts normalized with MRN for reads mapped to coding sequences only.

**Supplementary Data 3.** Results of Differential Expression analysis performed with the DESeq2 v1.34.0 library. (**A**) Cin-S method compared to RiboMinus. (**B**) Con-B method compared to RiboMinus. (**C**) Con-B method compared to Cin-S. Genes colored in green in the “padj” column are statistically significant (“padj”<=0.01). In the “foldChange” column, among statistically significant genes, those that are decreased at least two-fold (“foldChange”<=0.5) are colored blue and those that are increased at least two-fold (“foldChange”>=2) are colored red.

**Supplementary Data 4.** (**A**) Comparison of Codon Protection Index (from Pelechano, Vicent, Wu Wei, and Lars M. Steinmetz. "Widespread co-translational RNA decay reveals ribosome dynamics." Cell 161(6): 1400-1412. (2015); GEO: GSE63120) for genes relatively depleted in Cin-S (padj <= 0.01; foldChange<=0.5; RiboMinus versus Cin-S): log2 of mean TPM for all Cin-S replicates; log2 of mean TPM for all RiboMinus replicates and foldChange of RiboMinus versus Cin-S. The median of codon protection index for these genes is 0.542 (median of all genes in YPD_5PSeq is 0.536). (**B**) the up-regulated transcripts list from xrn1 mutant (padj <= 0.01; foldChange>=2; WT versus xrn1 mutant) from **Celik, Alper, et al. "High-resolution profiling of NMD targets in yeast reveals translational fidelity as a basis for substrate selection." RNA 23(5): 735-748. (2017); GEO: GSE86428).

# Supplementary material for: A cap 0-dependent mRNA capture method to analyze the yeast transcriptome
**Source:** Nucleic Acids Res. 2022 Oct 19;50(22):e132. doi: 10.1093/nar/gkac903
**Supplement:** gkac903_Supplemental_Files

# **A cap 0-dependent mRNA capture method to analyze the yeast transcriptome**

Martyna Nowacka<sup>1,+</sup>, Przemysław Latoch<sup>2,3,+</sup>, Matylda A. Izert<sup>1</sup>, Natalia K. Karolak<sup>1,4</sup>, Rafal Tomecki<sup>2,5</sup>, Michał Koper<sup>5</sup>, Agnieszka Tudek<sup>2</sup>, Agata L. Starosta<sup>2\*</sup> and Maria W. Górna<sup>1\*</sup>

+ contributed equally

## **Supplementary Information**

## Supplementary Box 1. Con-B ("complex on beads") protocol

Total RNA extraction should be performed according to the available protocols (Phenol-Chloroform, Trizol reagent-based methods or commercial spin column kits).

### Con-B protocol

1. Gently shake the bottle in which the Ni Sepharose 6 Fast Flow is supplied until the medium is homogeneous.
2. Transfer 50 µl of slurry from the bottle to Eppendorf tube.
3. Sediment the Ni Sepharose 6 Fast Flow by centrifugation at 500 ×g for 1 min at 4°C.
4. Discard supernatant and replace it with 1 ml of chilled RNase-free water.
5. Gently shake by flipping the tube several times and re-sediment the resins by centrifugation (as before).
6. Discard supernatant and replace with 1 ml of chilled Binding Buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM DTT, 5 mM imidazole, 0.01 % Tween 20, 3 mM MgCl<sub>2</sub>)
7. Gently shake by flipping the tube several times and re-sediment the resins by centrifugation. Discard supernatant.
8. Add 1 ml of Binding Buffer and 2-3 µg (35-55 pmol) of His-IFIT1 protein to the resin, gently shake (rotate) for 0.5-1h at 4°C.
9. Sediment the resins by centrifugation at 500 ×g for 1 min at 4°C.
10. Discard supernatant and replace it with 1 ml of chilled Binding Buffer.
11. Gently shake by flipping the tube several times and re-sediment the resins by centrifugation. Discard supernatant.
12. Optional: Heat denature RNA samples at 65-70°C for 5-15 min, place on ice for 5 min.
13. Add 1 ml of Binding Buffer, 10 µg of total RNA and poly dIdC (at a final working concentration of 2 µg/ml) to the resins. Gently shake (rotate) for 1h at 4°C.
14. Sediment the resins by centrifugation at 500 ×g for 1 min at 4°C.
15. Discard supernatant and replace it with 1 ml of Wash Buffer (50 mM Tris pH 7.5, 250 mM NaCl, 1 mM DTT, 5 mM imidazole, 0.01 % Tween 20, 3 mM MgCl<sub>2</sub>).
16. Gently shake by flipping the tube several times and re-sediment the resins by centrifugation.
17. Repeat twice steps 15 and 16. Discard supernatant.
18. Add 400 µl of Wash Buffer and 1 µl (20 µg) of Proteinase K, shake vigorously (800 rpm, shaker) or rotate for 1h at 37°C.
19. Sediment the resins by centrifugation.
20. Transfer supernatant to a new Eppendorf tube and add 2.5 volumes of ethanol. Precipitate overnight at -20°C with the addition of linear acrylamide (at a final working concentration of 10-25 µg/ml). Centrifuge at full speed (13 000 – 16 000 rpm) for 30 min at 4°C. Remove supernatant and wash pellet with 1 ml of ice cold 75 % ethanol. Centrifuge at full speed for 10 min at 4°C. Remove supernatant and dissolve pellet in 10-20 µl of RNase-free H<sub>2</sub>O or buffer appropriate for further reactions.

Alternatively, commercial spin column kits can be used for RNA clean-up.

Store samples at -80°C.

## Supplementary Box 2. Cin-S (“complex in solution”) protocol

Total RNA extraction should be performed according to the available protocols (Phenol-Chloroform, Trizol reagent-based methods or commercial spin column kits).

### Cin-S protocol

1. Heat denature RNA samples at 65-70°C for 5-15 min, place on ice for 5 min.
  2. Combine 1 ml of CinS sample containing: Binding Buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM DTT, 5 mM imidazole, 0.01 % Tween 20, 3 mM MgCl<sub>2</sub>), 2-3 µg (35-55 pmol) of His-IFIT1 protein, 10 µg of total RNA and poly dIdC (at a final working concentration of 2 µg/ml) in an Eppendorf tube. Gently shake (rotate) for 1h at 4°C.
  3. In the meantime, gently shake the bottle in which the Ni Sepharose 6 Fast Flow is supplied until the medium is homogeneous.
  4. Transfer 50 µl of slurry from the bottle to an Eppendorf tube.
  5. Sediment the Ni Sepharose 6 Fast Flow by centrifugation at 500 ×g for 1 min at 4°C.
  6. Discard supernatant and replace it with 1 ml of chilled RNase-free water.
  7. Gently shake by flipping the tube several times and re-sediment the resins by centrifugation (as before).
  8. Discard supernatant and replace with 1 ml of chilled Binding Buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM DTT, 5 mM imidazole, 0.01 % Tween 20, 3 mM MgCl<sub>2</sub>)
  9. Gently shake by flipping the tube several times and re-sediment the resins by centrifugation. Discard supernatant.
  10. Add 1 ml of Cin-S sample to the resin, gently shake (rotate) for 0.5-1h at 4°C.
  11. Sediment the resins by centrifugation at 500 ×g for 1 min at 4°C.
  12. Discard supernatant and replace it with 1 ml of Wash Buffer (50 mM Tris pH 7.5, 250 mM NaCl, 1 mM DTT, 5 mM imidazole, 0.01 % Tween 20, 3 mM MgCl<sub>2</sub>).
  13. Gently shake by flipping the tube several times and re-sediment the resins by centrifugation.
  14. Repeat twice steps 12 and 13. Discard supernatant.
  15. Add 400 µl of Wash Buffer and 1 µl (20 µg) of Proteinase K, shake vigorously (800 rpm, shaker) or rotate for 1h at 37°C.
  16. Sediment the resins by centrifugation.
  17. Transfer supernatant to a new Eppendorf tube and add 2.5 volumes of ethanol. Precipitate overnight at -20°C with the addition of linear acrylamide (at a final working concentration of 10-25 µg/ml). Centrifuge at full speed (13 000 – 16 000 rpm) for 30 min at 4°C. Remove supernatant and wash pellet with 1 ml of ice cold 75 % ethanol. Centrifuge at full speed for 10 min at 4°C. Remove supernatant and dissolve pellet in 10-20 µl of RNase-free H<sub>2</sub>O or buffer appropriate for further reactions.
- Alternatively, commercial spin column kits can be used for RNA clean-up.  
Store samples at -80°C.

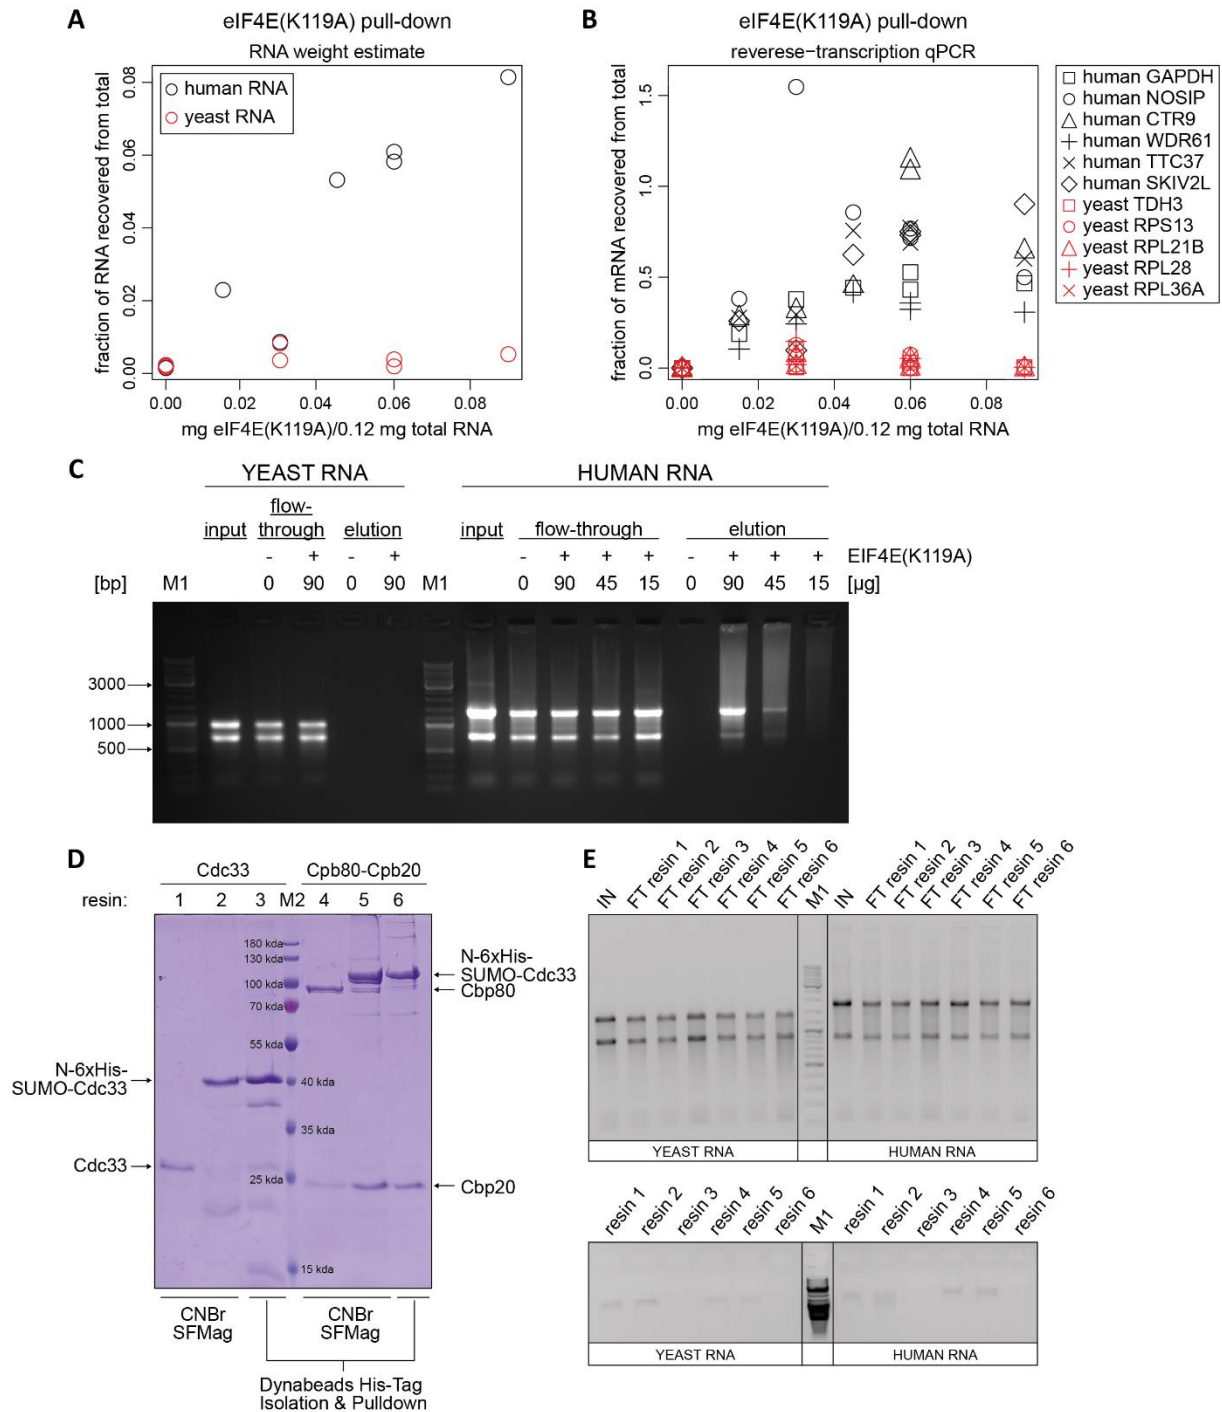

Supplementary Figure S1. RNA capture using eIF4E(K119A). (**A-B**) Changes in the fraction of yeast and human RNA recovered from the total input, as calculated from RNA weight estimates (**A**) or quantified by RT-qPCR (**B**), in relation to the amount of eIF4E(K119A) used as the bait. (**C**) Agarose gel electrophoresis showing the quality and quantity of yeast and human RNAs at various stages of purification using the eIF4E(K119A) bait. Loaded were 2% of the total input and flow-through samples, and 40% of elution samples. M1 - DNA marker (GeneRuler DNA ladder MIX of Life Technology, cat nr SM0331). (**D**) SDS-PAGE analysis (Coomassie staining) of Cdc33 and Cpb80-Cpb20 proteins coupled to the indicated resins. 1 - Cdc33 (no tag), 2 - Cdc33 (N-6xHis-SUMOTag), 3 - Cdc33 (N-6xHis-SUMOTag), 4 - Cpb80-Cpb20 (no tag), 5 - Cpb80-Cpb20 (N-6xHis-SUMOTag), 6 - Cpb80-Cpb20 (N-6xHis-SUMOTag), M2 - PageRuler Prestained (PageRuler™ Prestained Protein Ladder, 10 to 180 kDa, Life Technology, cat nr 26616). (**E**) Agarose gel electrophoresis showing the result of a binding assay using total yeast RNA and resins 1-6 (upper panel: inputs (IN) and flow-throughs (FT), lower panel eluates).

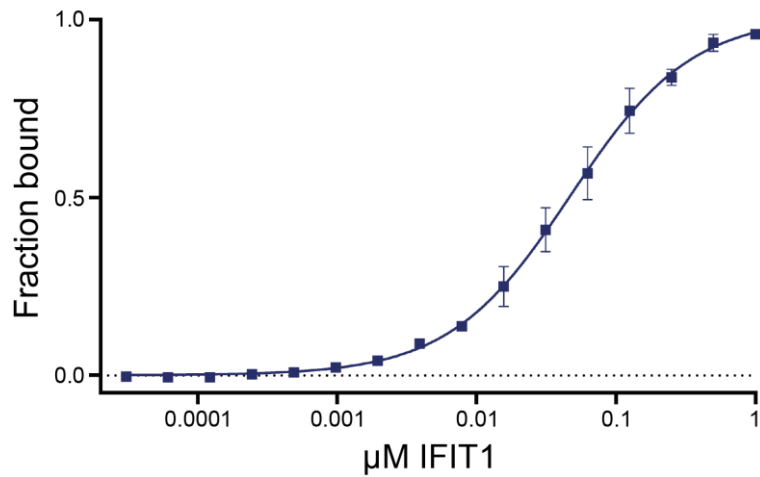

Supplementary Figure S2. Specificity and affinity of IFIT1 for cap 0 RNA. Microscale thermophoresis (MST) measurements suggested apparent  $K_D = 47 \pm 2.4$  nM for IFIT1 binding to cap 0 RNA (cap 0-100-mer). Data were analyzed with Graphpad using the one-site specific binding model and the apparent  $K_D$  value is reported as the mean  $\pm$  SEM from a technical triplicate.

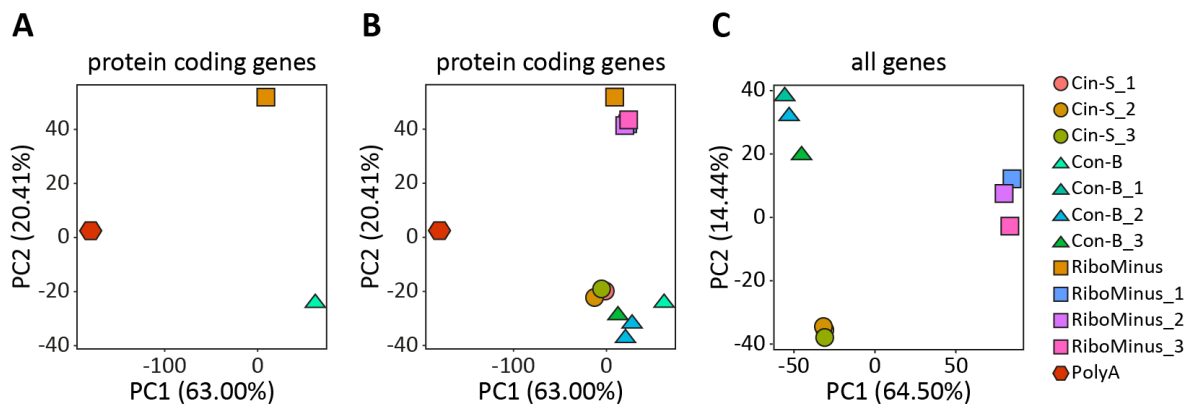

Supplementary Figure S3. PCA of (A) protein coding genes included within the first small-scale experiment. (B) protein coding genes including the small-scale pre-run and the large-scale NGS analyses; (C) all genes from the large-scale experiment. All gene counts were normalized with the median of ratio method.

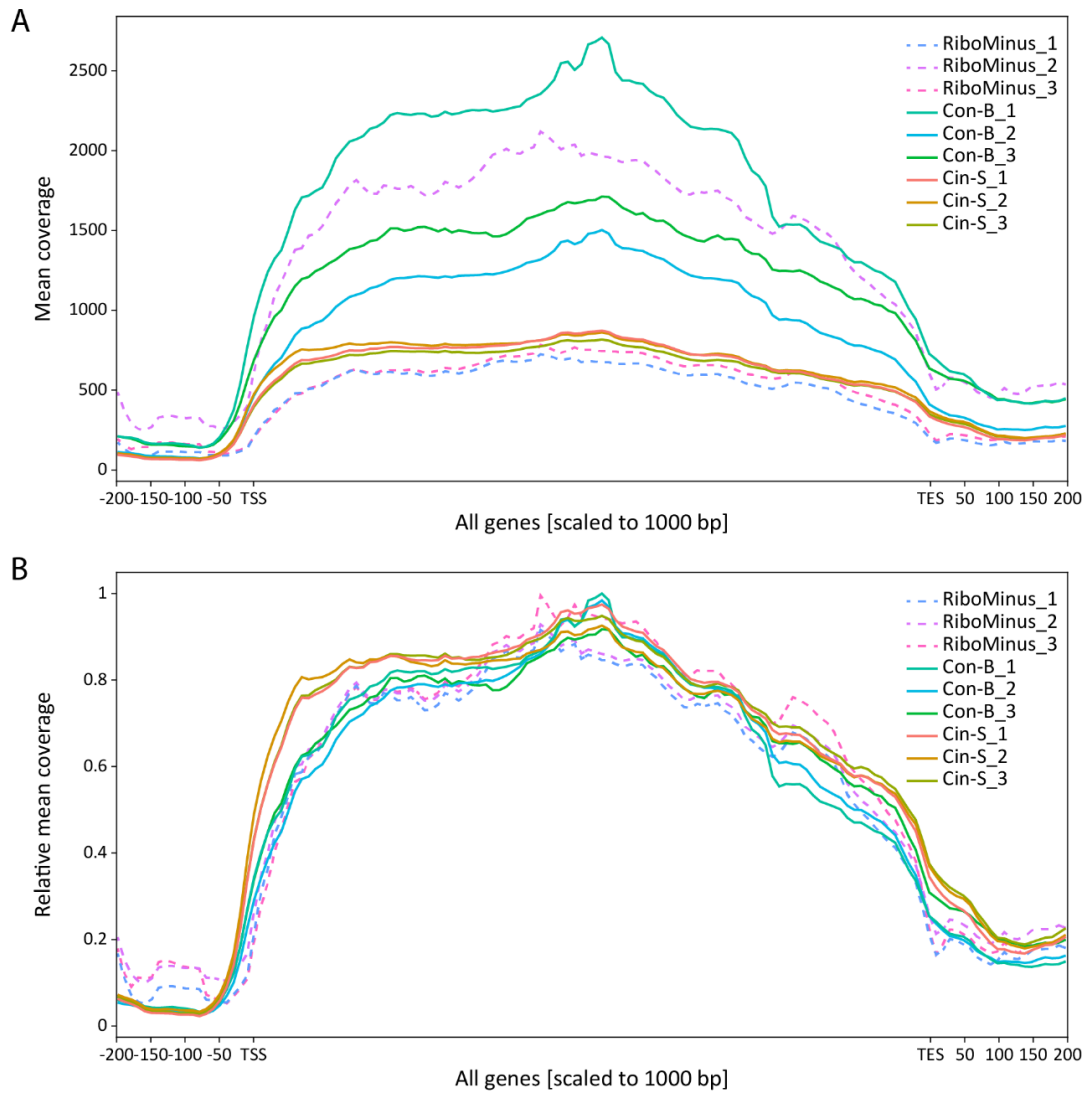

Supplementary Figure S4. **(A)** Mean coverage for all genes with the normalized length of 1000 bp ( $\pm 200$  from Translation Start Sites and Translation End Sites). **(B)** Relative mean coverage for all genes with the normalized length of 1000 bp ( $\pm 200$  from Translation Start Sites and Translation End Sites). Plotted with the deepTools plotProfile function.

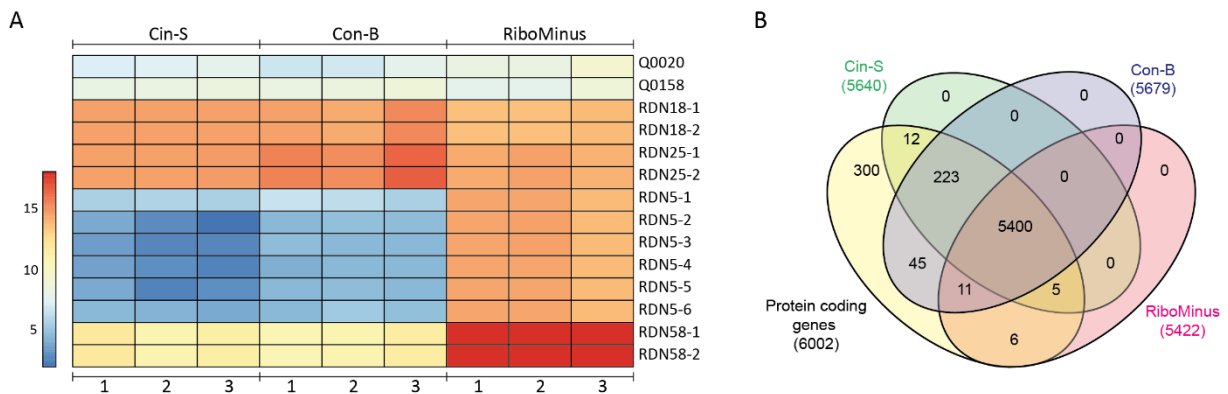

Supplementary Figure S5. **(A)** Heatmap of rRNA genes for all samples and replicates. Scale in  $\log_2(\text{TPM}+1)$  including data from the Bowtie2 filtration step. **(B)** Venn diagram of protein-coding genes detected in each method. Only genes with at least 10 raw reads in each replicate were included.

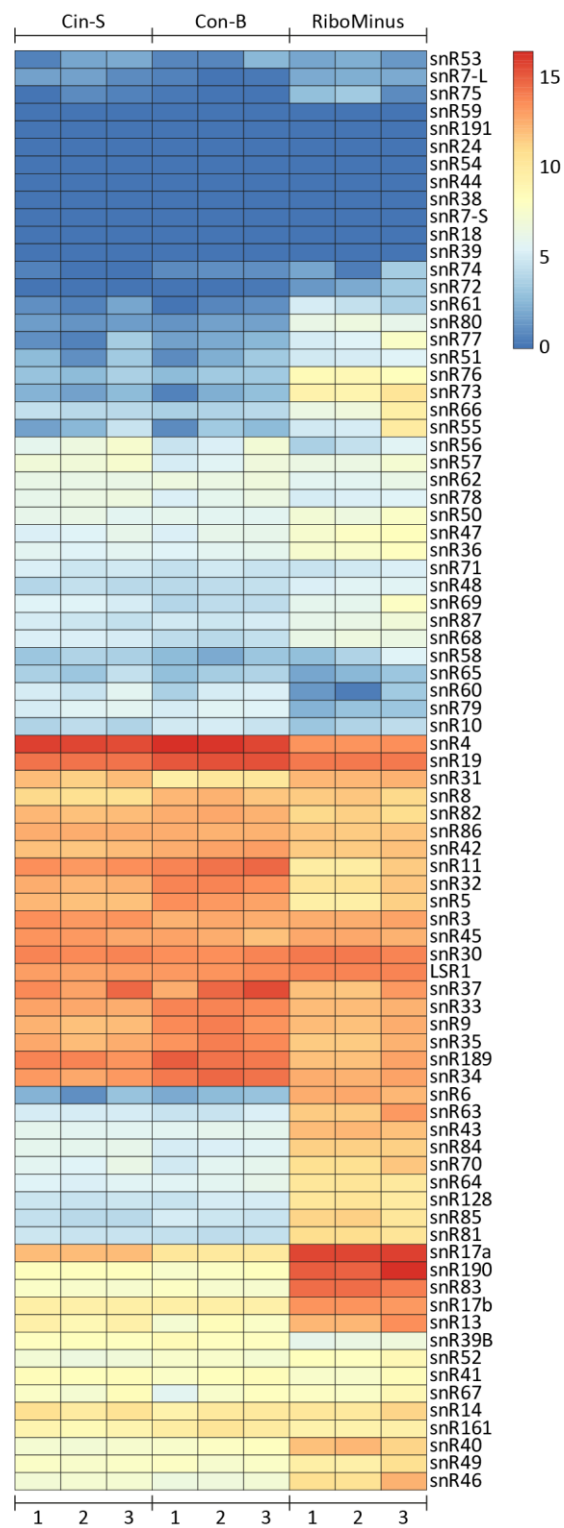

Supplementary Figure S6. Heatmap of snoRNA and snRNA genes for all samples and replicates. Scale in  $\log_2(\text{TPM}+1)$ .

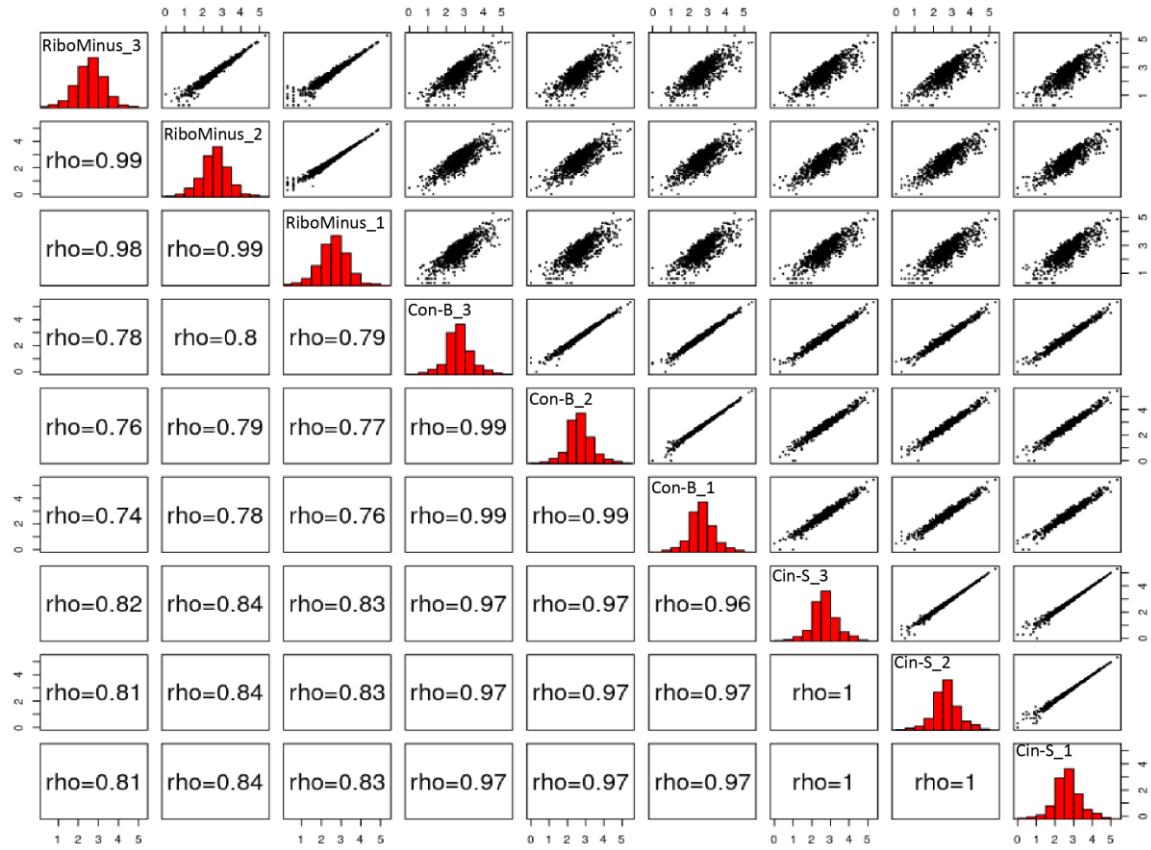

Supplementary Figure S7. Pairwise scatter plots for MRN (median of ratios) normalized protein coding genes counts of all samples and correlation coefficient between them. The upper side of the plot displays log10 normalized scatter plots. The bottom side of the plots is the Pearson correlations of corresponding samples. Diagonal shows the histogram of normalized read counts in the log10 scale.

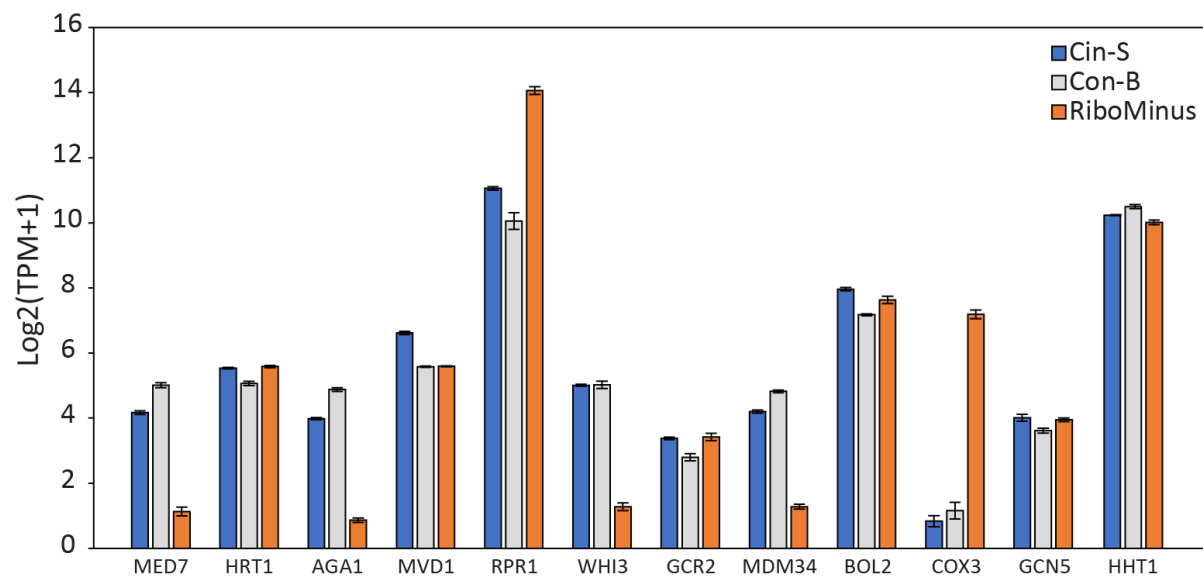

Supplementary Figure S8. The plot of the mean TPM (transcript per million) of all replicates for selected genes in NGS analyses. Scale in  $\log_2(\text{TPM}+1)$ .

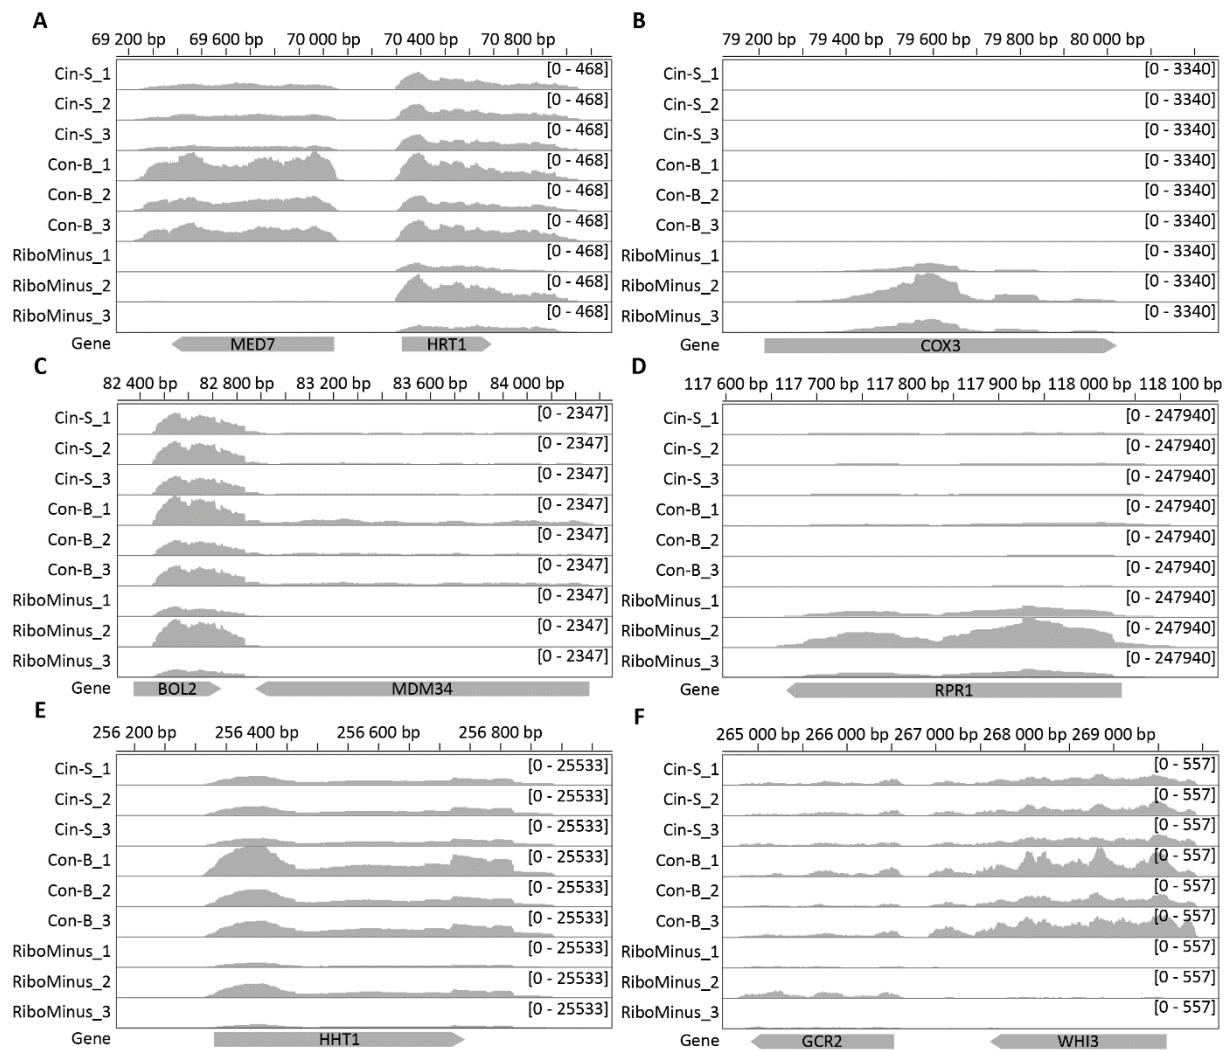

Supplementary Figure S9. Coverage of genes selected for RT-qPCR validation. Each row represents one of the RNA-seq replicates. All panels for specific genes use the same raw counts scale shown on the right side of the plot. (A) MED7 and HRT1, (B) COX3, (C) BOL2 and MDM34, (D) RPR1, (E) HHT1, (F) GCR2 and WHI3.

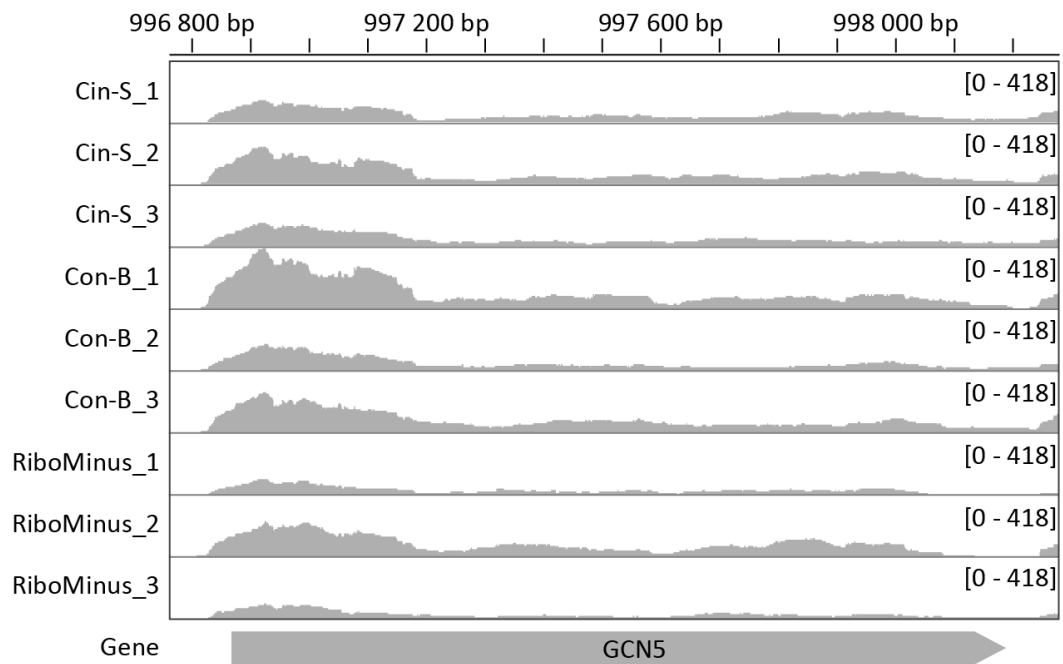

Supplementary Figure S10. Coverage of GCN5 gene. Each row represents one of the RNA-seq replicates. All panels for specific genes use the same raw counts scale shown on the right side of the plot.

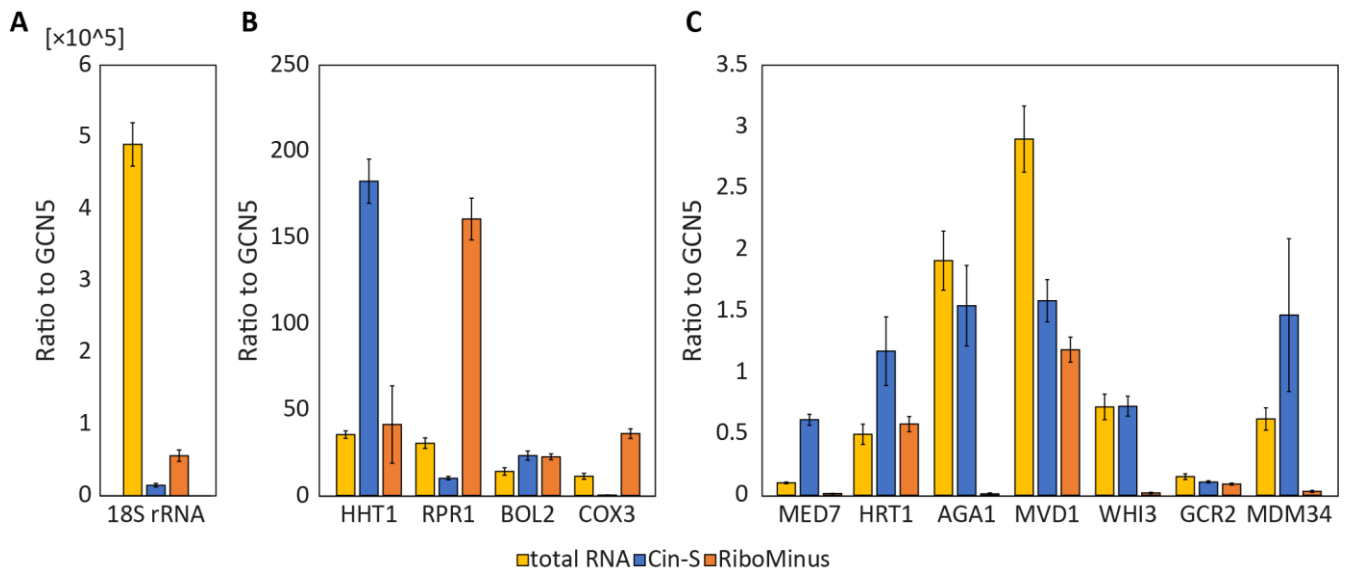

Supplementary Figure S11. RT-qPCR plots of the ratio relative to GCN5 gene for (A) 18S rRNA (B) HHT1, RPR1, BOL2 and COX3 (C) MED7, HRT1, AGA1, MVD1, WHI3, GCR2 and MDM34. The different scales for each graph are shown in the figure.

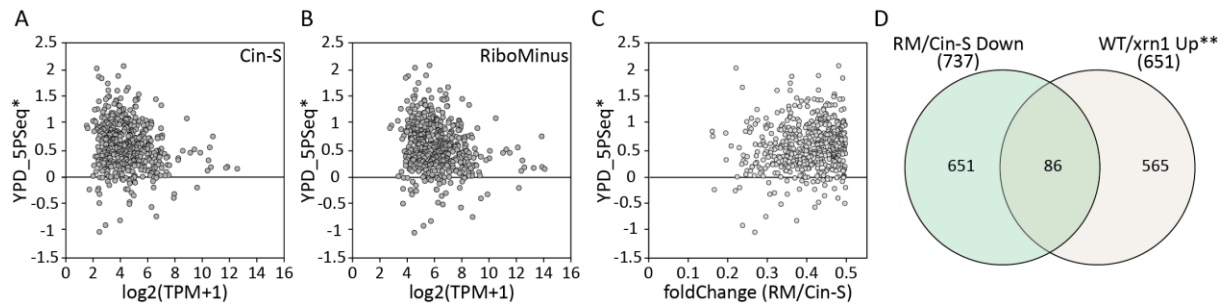

Supplementary Figure S12. Dot plots of codon protection index<sup>1</sup> for genes underrepresented in Cin-S (padj  $\leq$  0.01; foldChange $\leq$ 0.5; RiboMinus versus Cin-S) distributed over: **(A)** log2 of mean TPM for all Cin-S replicates; **(B)** log2 of mean TPM for all RiboMinus replicates; **(C)** foldChange of RiboMinus versus Cin-S. The median of Codon Protection Index for these genes is 0.542 which indicates low co-translational degradation (median of all genes in the YPD\_5PSeq set is 0.536). **(D)** A Venn diagram for the comparison of Cin-S underrepresented transcripts (padj  $\leq$  0.01; foldChange $\leq$ 0.5; RiboMinus versus Cin-S) with the up-regulated transcripts from xrn1 mutant<sup>2</sup> (padj  $\leq$  0.01; foldChange $\geq$ 2; WT versus xrn1 mutant).

<sup>1</sup> \*Pelechano, Vicent, Wu Wei, and Lars M. Steinmetz. "Widespread co-translational RNA decay reveals ribosome dynamics." Cell 161(6): 1400-1412. (2015); GEO: GSE63120

<sup>2</sup> \*\*Celik, Alper, et al. "High-resolution profiling of NMD targets in yeast reveals translational fidelity as a basis for substrate selection." RNA 23(5): 735-748 (2017); GEO: GSE86428

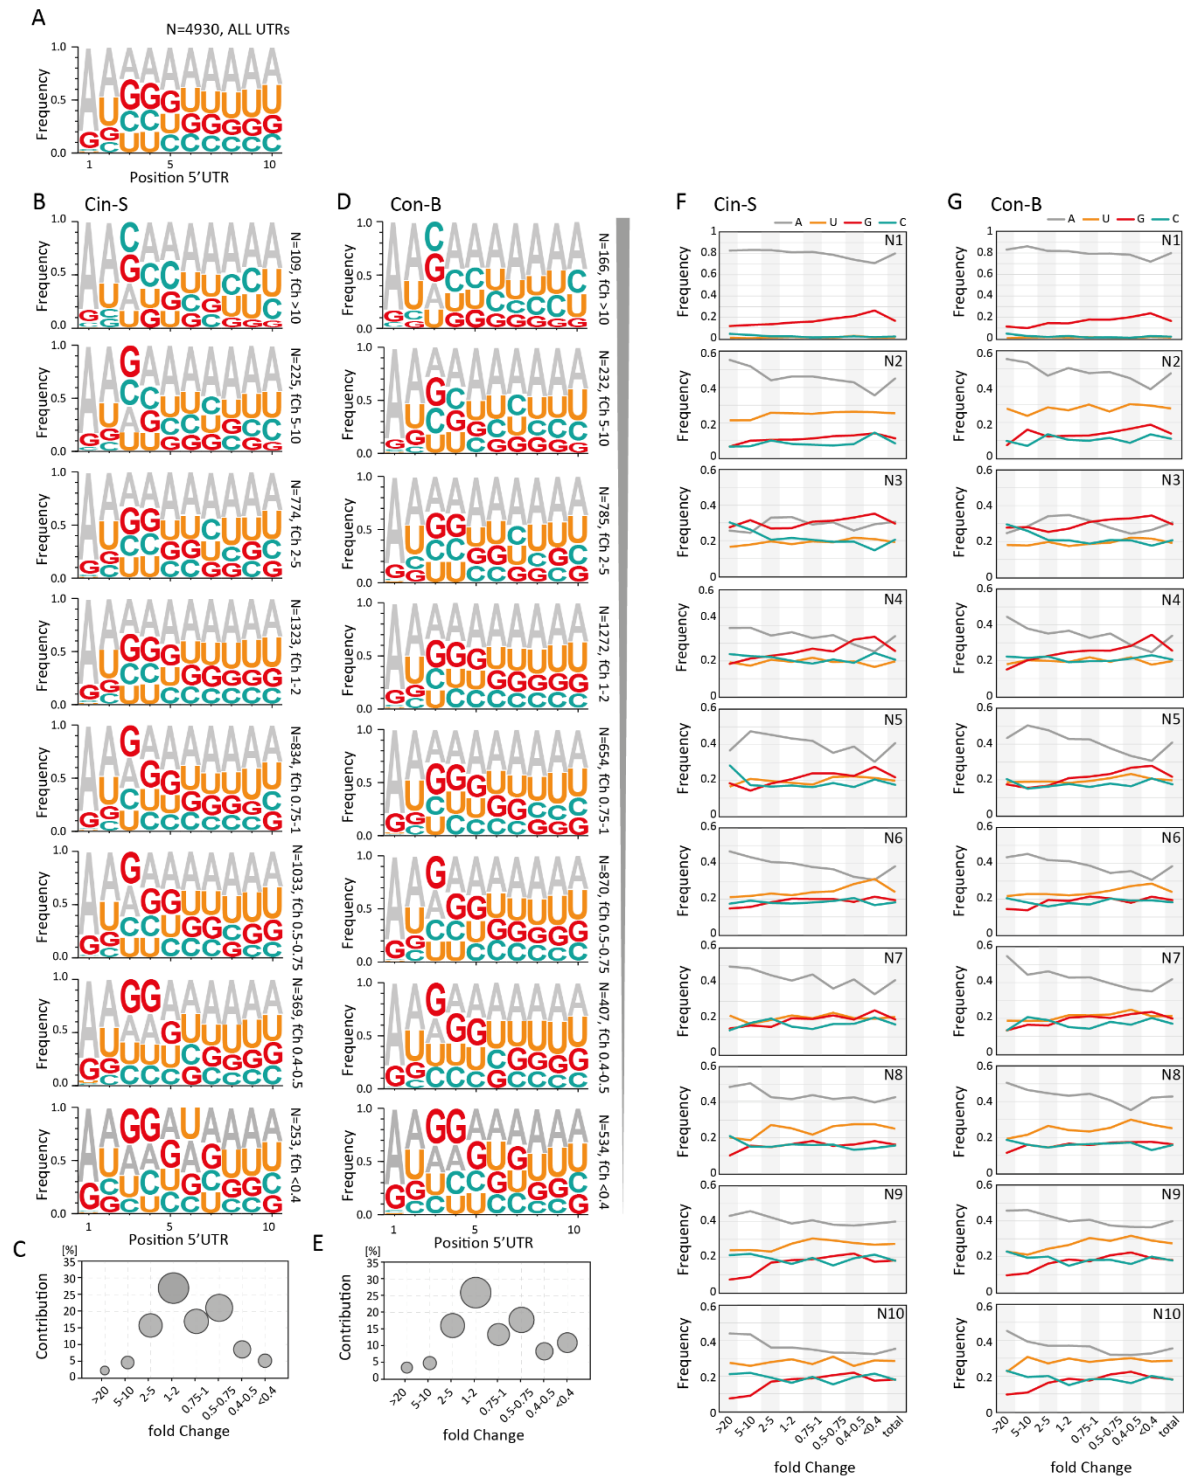

Supplementary Figure S13. Weblogos (v. 3.7.11) of the first 10 nucleotides of the 5'UTRs for **(A)** all 4920 annotated UTRs out of all 5794. Weblogos of ranges determined by the fold change (fCh) values for **(B)** Cin-S data compared to the RM data. **(C)** Contribution of the number of sequences N in the fold Change range group in Cin-S. Weblogos of ranges determined by the fold change (fCh) values for **(D)** Con-B data compared to the RM data. **(E)** Contribution of the number of sequences N in the fold Change range group in Con-B. **(F-G)** The frequency of the occurrence of each base in the Cin-S **(F)** and Con-B **(G)** datasets for the first 10 nucleotides (N1-N10). The mRNA groups were determined by the fold change (fCh) values compared to RM data. The last data point ("total") represents the average frequency of the bases in all 4920 analysed 5'UTRs.

Supplementary Table 1. Primers used for cloning of yeast protein constructs.

| Gene Name_Primer | Oligonucleotide sequence (5'-3')                          |
|------------------|-----------------------------------------------------------|
| CDC33_F1         | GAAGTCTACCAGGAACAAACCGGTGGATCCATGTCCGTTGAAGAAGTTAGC       |
| CDC33_R1         | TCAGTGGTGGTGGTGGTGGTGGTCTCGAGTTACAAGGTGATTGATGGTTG,       |
| CBP80_F1         | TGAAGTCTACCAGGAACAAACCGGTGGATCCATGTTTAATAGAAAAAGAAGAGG    |
| CBP80_R1         | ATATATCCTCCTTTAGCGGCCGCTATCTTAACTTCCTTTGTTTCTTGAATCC      |
| CBP20_F2         | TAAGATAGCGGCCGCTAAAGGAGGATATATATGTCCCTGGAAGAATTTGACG      |
| CBP20_R2         | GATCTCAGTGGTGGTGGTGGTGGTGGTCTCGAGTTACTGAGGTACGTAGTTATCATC |

Supplementary Table 2. *In vitro* transcribed RNA molecules used for MST and pull-down with IFIT1.

| RNA name      | Length | 5' moiety | Sequence                                                                                                                                                                       |
|---------------|--------|-----------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 80-mer        | 80 nt  | OH        | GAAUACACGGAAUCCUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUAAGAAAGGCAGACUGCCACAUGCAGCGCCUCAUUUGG<br>AUG                                                                                     |
| 100-mer       | 100 nt | P         | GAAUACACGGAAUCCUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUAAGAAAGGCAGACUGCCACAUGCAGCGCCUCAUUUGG<br>AUGUGUCUGGAGUCUUGGAAGCU                                                                 |
| 135-mer       | 135 nt | PPP       | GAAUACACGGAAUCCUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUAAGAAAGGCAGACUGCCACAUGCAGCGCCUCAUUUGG<br>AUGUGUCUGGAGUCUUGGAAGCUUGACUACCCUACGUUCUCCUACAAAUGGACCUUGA                              |
| 160-mer       | 160 nt | Cap0      | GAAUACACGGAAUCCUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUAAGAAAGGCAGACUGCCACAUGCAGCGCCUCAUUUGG<br>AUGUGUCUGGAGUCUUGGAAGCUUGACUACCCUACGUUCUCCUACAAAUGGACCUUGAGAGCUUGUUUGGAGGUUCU<br>AGCAGG |
| Cap 0-100-mer | 100 nt | Cap0      | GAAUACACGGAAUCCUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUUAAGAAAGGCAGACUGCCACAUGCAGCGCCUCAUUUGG<br>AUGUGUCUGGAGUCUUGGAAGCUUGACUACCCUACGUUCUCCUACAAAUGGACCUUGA                              |

Supplementary Table 3. Statistics of raw sequencing data and adapters trimming.

| File           | Raw Sequences | Raw Base Pair | Avg. Length of Raw Sequence | Reads with Adapters | Reads with Adapters [%] | Sequences after Trimming | Removed Sequences | Base Pair after Trimming | Trimmed Base Pair [%] | Avg. Length of Sequence after Trimming |
|----------------|---------------|---------------|-----------------------------|---------------------|-------------------------|--------------------------|-------------------|--------------------------|-----------------------|----------------------------------------|
| Cin-S_1_R1     | 25602045      | 2585806545    | 101                         | 9485465             | 37,05%                  | 25593176                 | 8869              | 2565104205               | 0,80%                 | 100,23                                 |
| Cin-S_1_R2     | 25602045      | 2585806545    | 101                         | 9481920             | 37,04%                  | 25593176                 | 8869              | 2562763880               | 0,89%                 | 100,13                                 |
| Cin-S_2_R1     | 26588949      | 2685483849    | 101                         | 9786682             | 36,81%                  | 26581138                 | 7811              | 2665065916               | 0,76%                 | 100,26                                 |
| Cin-S_2_R2     | 26588949      | 2685483849    | 101                         | 9828836             | 36,97%                  | 26581138                 | 7811              | 2662704982               | 0,85%                 | 100,17                                 |
| Cin-S_3_R1     | 26083259      | 2634409159    | 101                         | 9625500             | 36,90%                  | 26076451                 | 6808              | 2612607317               | 0,83%                 | 100,19                                 |
| Cin-S_3_R2     | 26083259      | 2634409159    | 101                         | 9654555             | 37,01%                  | 26076451                 | 6808              | 2610602485               | 0,90%                 | 100,11                                 |
| Con-B_1_R1     | 66293301      | 6695623401    | 101                         | 24873606            | 37,52%                  | 66216680                 | 76621             | 6633110212               | 0,93%                 | 100,17                                 |
| Con-B_1_R2     | 66293301      | 6695623401    | 101                         | 24562291            | 37,05%                  | 66216680                 | 76621             | 6617252553               | 1,17%                 | 99,93                                  |
| Con-B_2_R1     | 34997311      | 3534728411    | 101                         | 13336561            | 38,11%                  | 34984810                 | 12501             | 3496231934               | 1,09%                 | 99,94                                  |
| Con-B_2_R2     | 34997311      | 3534728411    | 101                         | 13268058            | 37,91%                  | 34984810                 | 12501             | 3493145977               | 1,18%                 | 99,85                                  |
| Con-B_3_R1     | 85616206      | 8647236806    | 101                         | 30170234            | 35,24%                  | 85580057                 | 36149             | 8575461616               | 0,83%                 | 100,20                                 |
| Con-B_3_R2     | 85616206      | 8647236806    | 101                         | 30710482            | 35,87%                  | 85580057                 | 36149             | 8565352801               | 0,95%                 | 100,09                                 |
| RiboMinus_1_R1 | 26929452      | 2719874652    | 101                         | 10630914            | 39,48%                  | 26911574                 | 17878             | 2653343074               | 2,45%                 | 98,59                                  |
| RiboMinus_1_R2 | 26929452      | 2719874652    | 101                         | 10685232            | 39,68%                  | 26911574                 | 17878             | 2650743417               | 2,54%                 | 98,50                                  |
| RiboMinus_2_R1 | 88894589      | 8978353489    | 101                         | 35471970            | 39,90%                  | 88862154                 | 32435             | 8754277391               | 2,50%                 | 98,52                                  |
| RiboMinus_2_R2 | 88894589      | 8978353489    | 101                         | 35706514            | 40,17%                  | 88862154                 | 32435             | 8748375359               | 2,56%                 | 98,45                                  |
| RiboMinus_3_R1 | 25676562      | 2593332762    | 101                         | 10496011            | 40,88%                  | 25644406                 | 32156             | 2526063550               | 2,59%                 | 98,50                                  |
| RiboMinus_3_R2 | 25676562      | 2593332762    | 101                         | 10242310            | 39,89%                  | 25644406                 | 32156             | 2521667157               | 2,76%                 | 98,33                                  |

Supplementary Table 4. Statistics of rRNA filtering with Bowtie2.

| <b>Sample</b>      | <b>Sequence<br/>s after<br/>Trimming</b> | <b>rRNA</b> | <b>rRNA [%]</b> | <b>Clean<br/>Sequences</b> |
|--------------------|------------------------------------------|-------------|-----------------|----------------------------|
| <b>Cin-S_1</b>     | 25593176                                 | 7527922     | 29,41%          | 18065254                   |
| <b>Cin-S_2</b>     | 26581138                                 | 7482096     | 28,15%          | 19099042                   |
| <b>Cin-S_3</b>     | 26076451                                 | 7846678     | 30,09%          | 18229773                   |
| <b>Con-B_1</b>     | 66216680                                 | 27841262    | 42,05%          | 38375418                   |
| <b>Con-B_2</b>     | 34984810                                 | 13189974    | 37,70%          | 21794836                   |
| <b>Con-B_3</b>     | 85580057                                 | 51849229    | 60,59%          | 33730828                   |
| <b>RiboMinus_1</b> | 26911574                                 | 17359432    | 64,51%          | 9552142                    |
| <b>RiboMinus_2</b> | 88862154                                 | 60434208    | 68,01%          | 28427946                   |
| <b>RiboMinus_3</b> | 25644406                                 | 15145173    | 59,06%          | 10499233                   |

Supplementary Table 5. Statistics of mapping to the yeast genome with STAR.

| Sample             | Total Reads | Uniquely Mapped | Uniquely Mapped [%] | Multimapped | Multimapped [%] | Multimapped Too Many Loci | Multimapped Too Many Loci [%] | Unmapped | Unmapped [%] |
|--------------------|-------------|-----------------|---------------------|-------------|-----------------|---------------------------|-------------------------------|----------|--------------|
| <b>Cin-S_1</b>     | 18065254    | 15972755        | 88,42%              | 856295      | 4,74%           | 97462                     | 0,54%                         | 1138742  | 6,30%        |
| <b>Cin-S_2</b>     | 19099042    | 17108455        | 89,58%              | 911906      | 4,77%           | 112528                    | 0,59%                         | 966153   | 5,06%        |
| <b>Cin-S_3</b>     | 18229773    | 16104539        | 88,34%              | 901545      | 4,95%           | 121296                    | 0,67%                         | 1102393  | 6,05%        |
| <b>Con-B_1</b>     | 38375418    | 33683917        | 87,77%              | 2104010     | 5,48%           | 521774                    | 1,36%                         | 2065717  | 5,38%        |
| <b>Con-B_2</b>     | 21794836    | 19292803        | 88,52%              | 1114761     | 5,11%           | 263807                    | 1,21%                         | 1123465  | 5,15%        |
| <b>Con-B_3</b>     | 33730828    | 26944665        | 79,88%              | 2712298     | 8,04%           | 557509                    | 1,65%                         | 3516356  | 10,42%       |
| <b>RiboMinus_1</b> | 9552142     | 7761698         | 81,26%              | 1161015     | 12,15%          | 8698                      | 0,09%                         | 620731   | 6,50%        |
| <b>RiboMinus_2</b> | 28427946    | 22900835        | 80,56%              | 3481153     | 12,25%          | 33038                     | 0,12%                         | 2012920  | 7,08%        |
| <b>RiboMinus_3</b> | 10499233    | 8354573         | 79,57%              | 1165335     | 11,10%          | 10915                     | 0,10%                         | 968410   | 9,22%        |

Supplementary Table 6. Statistics of reads counting with featureCounts.

| <b>Sample</b>      | <b>Mapped Reads</b> | <b>Assigned</b> | <b>Assigned [%]</b> | <b>Unassigned Multi Mapping</b> | <b>Unassigned No Features</b> | <b>Unassigned Ambiguity</b> |
|--------------------|---------------------|-----------------|---------------------|---------------------------------|-------------------------------|-----------------------------|
| <b>Cin-S_1</b>     | 18570398            | 15381593        | 82,83%              | 2597643                         | 187865                        | 403297                      |
| <b>Cin-S_2</b>     | 19984148            | 16498054        | 82,56%              | 2875693                         | 197180                        | 413221                      |
| <b>Cin-S_3</b>     | 19018503            | 15545929        | 81,74%              | 2913964                         | 221173                        | 337437                      |
| <b>Con-B_1</b>     | 42018771            | 31186972        | 74,22%              | 8334854                         | 330682                        | 2166263                     |
| <b>Con-B_2</b>     | 23596708            | 18055039        | 76,52%              | 4303905                         | 234672                        | 1003092                     |
| <b>Con-B_3</b>     | 37144878            | 25755554        | 69,34%              | 10200213                        | 361779                        | 827332                      |
| <b>RiboMinus_1</b> | 10313139            | 7443370         | 72,17%              | 2551441                         | 65640                         | 252688                      |
| <b>RiboMinus_2</b> | 30609007            | 21958299        | 71,74%              | 7708172                         | 200532                        | 742004                      |
| <b>RiboMinus_3</b> | 10951611            | 8051787         | 73,52%              | 2597038                         | 91099                         | 211687                      |

Supplementary Table 7. Summary of biotypes from count data.

| Sample             | protein_coding | ncRNA | tRNA  | snoRNA  | telomerase_RNA | snRNA   | RNase_P_RNA | SRP_RNA | antisense_RNA | misc_RNA | rRNA  | RNase_MRP_RNA |
|--------------------|----------------|-------|-------|---------|----------------|---------|-------------|---------|---------------|----------|-------|---------------|
| <b>Cin-S_1</b>     | 13449921       | 1825  | 2482  | 1305638 | 4442           | 511206  | 18761       | 68924   | 17            | 311      | 5529  | 12537         |
| <b>Cin-S_2</b>     | 14726668       | 2034  | 2609  | 1146455 | 4560           | 519247  | 16716       | 62457   | 10            | 234      | 6326  | 10738         |
| <b>Cin-S_3</b>     | 13624503       | 2002  | 2224  | 1298726 | 4856           | 511963  | 17057       | 66072   | 5             | 267      | 5649  | 12605         |
| <b>Con-B_1</b>     | 25745953       | 2630  | 10100 | 3559397 | 3328           | 1782358 | 28771       | 28721   | 33            | 601      | 15491 | 9589          |
| <b>Con-B_2</b>     | 14475959       | 1656  | 5307  | 2415627 | 2205           | 1111858 | 10451       | 16425   | 24            | 285      | 7754  | 7488          |
| <b>Con-B_3</b>     | 20769492       | 2412  | 5164  | 3228830 | 3394           | 1669612 | 10592       | 36510   | 43            | 2541     | 16062 | 10902         |
| <b>RiboMinus_1</b> | 4511011        | 2263  | 6737  | 1008647 | 1658           | 362178  | 84636       | 1418235 | 2             | 692      | 11090 | 36221         |
| <b>RiboMinus_2</b> | 13722342       | 6284  | 20941 | 2911248 | 4954           | 1050554 | 231647      | 3873027 | 1             | 2618     | 31567 | 103116        |
| <b>RiboMinus_3</b> | 4778891        | 2173  | 4916  | 1390525 | 2519           | 406428  | 69834       | 1329023 | 0             | 1538     | 18411 | 47529         |

Supplementary Table 8. Percentage summary of all biotypes for all experimental groups, including the rRNA filtering step.

| Group             | rRNA   | protein_coding | ncRNA | tRNA  | snoRNA | telomerase_RNA | snRNA | RNase_P_RNA | SRP_RNA | antisense_RNA | misc_RNA | RNase_MRPA | Multi mapped | Unmapped | Unassigned No Features | Unassigned Ambiguity |
|-------------------|--------|----------------|-------|-------|--------|----------------|-------|-------------|---------|---------------|----------|------------|--------------|----------|------------------------|----------------------|
| <b>Cin-S</b>      | 29,23% | 53,42%         | 0,01% | 0,01% | 4,79%  | 0,02%          | 1,97% | 0,07%       | 0,25%   | 0,00%         | 0,00%    | 0,05%      | 3,84%        | 4,10%    | 0,77%                  | 1,47%                |
| <b>Con-B</b>      | 49,75% | 32,65%         | 0,00% | 0,01% | 4,93%  | 0,00%          | 2,44% | 0,03%       | 0,04%   | 0,00%         | 0,00%    | 0,01%      | 3,89%        | 3,59%    | 0,50%                  | 2,14%                |
| <b>Ribo Minus</b> | 65,76% | 16,27%         | 0,01% | 0,02% | 3,76%  | 0,01%          | 1,29% | 0,27%       | 4,68%   | 0,00%         | 0,00%    | 0,13%      | 4,14%        | 2,55%    | 0,25%                  | 0,85%                |

Supplementary Table 9. Primers used for RT-qPCR analysis

| Gene Name_Primer Direction | Oligonucleotide sequence (5'-3') | Primer Efficiency | Amplicon length (nt) | Gene accession number |
|----------------------------|----------------------------------|-------------------|----------------------|-----------------------|
| Yeast                      |                                  |                   |                      |                       |
| MED7_F                     | ACCAACTGCCCCGATTTAGAG            | 2.05              | 147                  | AY692889.1            |
| MED7_R                     | CGCCGATGAGTTCCAAGTAA             | 2.05              |                      |                       |
| HRT1_F                     | GCTGTTGACAACTGTGCTATTT           | 2.06              | 105                  | NM_001183387          |
| HRT1_R                     | CCAGGCTGCTACACATTCA              | 2.06              |                      |                       |
| AGA1_F                     | CACCACCTTATCTGTGACTTCC           | 1.97              | 101                  | Z71659.1              |
| AGA1_R                     | CCACGGTTGTAGTTCCTACTTC           | 1.97              |                      |                       |
| GCN5_F                     | ATGAAGGTGGTACGCTGATG             | 1.98              | 92                   | Y693215.1             |
| GCN5_R                     | CAGGGCCGCTTCTTGTAAATA            | 1.98              |                      |                       |
| MVD1_F                     | TAGATCGTTGTTTGGCGGATAC           | 1.99              | 94                   | AY693152.1            |
| MVD1_R                     | GTCAGAGCTGTCTGCGATTT             | 1.99              |                      |                       |
| WHI3_F                     | CACAACAGCCACAACAACAC             | 2.06              | 101                  | NM_001183035          |
| WHI3_R                     | AACCTGGCCTTGAGAAGATAAC           | 2.06              |                      |                       |
| GCR2_F                     | AAACGATGAATTGTGGCGATTAG          | 2.05              | 91                   | NM_001183037          |
| GCR2_R                     | CTTCCTGCGTCCTTGAGTTAG            | 2.05              |                      |                       |
| HHT1_F                     | CAGGTACTGTTGCTTTGAGAGA           | 2.02              | 144                  | AY558343.1            |
| HHT1_R                     | CACCGATGGCAGAAGATTGA             | 2.02              |                      |                       |
| MDM34_F                    | AACAGGATACACCCAGCTTTAC           | 1.96              | 135                  | NM_001181084          |
| MDM34_R                    | TCCCAATTCCAGGGTTCTTTAC           | 1.96              |                      |                       |
| BOL2_F                     | CGAGAGGATAGAATCAGCCATAC          | 1.92              | 99                   | AY558390.1            |

|           |                                 |      |     |             |
|-----------|---------------------------------|------|-----|-------------|
| BOL2_R    | TCGCTGACCACCACAATATC            | 1.92 |     |             |
| RPR1_F    | CTTGTCTCTCCGGGTTAATGT           | 1.99 | 97  | NR_132166.1 |
| RPR1_R    | TCTGATAACAACGGTCGGTAAA          | 1.99 |     |             |
| COX3_F    | AGCTGTACAACCTACCGAATTAC         | 2.04 | 97  | KP263414.1  |
| COX3_R    | ACCTGCGATTAAGGCATGAT            | 2.04 |     |             |
| 18SrRNA_F | CCTTTACTACATGGTATAACTGTGG       | 1.82 | 119 | NR_132222   |
| 18SrRNA_R | AATCATCAAAGAGTCCGAAGACATT<br>G  | 1.82 |     |             |
| TDH3_F    | CTCTCACTCTTCCATCTTCGAT          | 2.04 | 77  | AY557831.1  |
| TDH3_R    | CGTACCAGGAGACCAACTT             | 2.04 |     |             |
| RPS13_F   | ATTTCTTCTTCTGCTATTCCATACTC<br>T | 2.08 | 101 | YDR064W     |
| RPS13_R   | CCCTTTCTCGCGTACTTGAC            | 2.08 |     |             |
| Rpl21B_F  | ACAGATCTCGTACACGTTACA           | 1.79 | 102 | YPL079W     |
| Rpl21B_R  | CGACAATGTCACCAACCT              | 1.79 |     |             |
| RPL28_F   | CGGTAAAGGTCGTATCGGT             | 2.03 | 87  | YGL103W     |
| RPL28_R   | TCCATGTTAATTCTGTGGTGATGT        | 2.03 |     |             |
| Rpl36A_F  | AAGGTAAGAAGGTCACTAGCA           | 2.20 | 68  | YMR194W     |
| Rpl36A_R  | GTTGGAAGCAGCACCTTT              | 2.20 |     |             |
| Human     |                                 |      |     |             |
| GAPDH_F   | TTGCCATCAATGACCCCTTCA           | 2.35 | 76  | CCDS8549.1  |
| GAPDH_R   | AATTTGCCATGGGTGGAATCA           | 2.35 |     |             |
| WDR61_F   | GCAAGCCCATGATGATGCCATTTGG       | 2.13 | 306 | CCDS10300.1 |
| WDR61_R   | AAGGCCAAAGTCCAGGCATCCAC         | 2.13 |     |             |

|          |                         |      |     |             |
|----------|-------------------------|------|-----|-------------|
| CTR9_F   | AGATTTGATTTGGCCCTTGCTG  | 1.84 | 99  | CCDS7805.1  |
| CTR9_R   | TTCATCTTGTTTGCGTGCCC    | 1.84 |     |             |
| TTC37_F  | CTGTCTGCACAAGTGGATGG    | 1.97 | 127 | CCDS4072.1  |
| TTC37_R  | CTGTTACCAGACGCACCAAG    | 1.97 |     |             |
| NOSIP_F  | TGGTGGACCCTGTGACTGGAGAC | 1.98 | 115 | CCDS12772.1 |
| NOSIP_R  | GGCCGTGATTTCTCCGCTTGC   | 1.98 |     |             |
| SKIV2L_F | GATTGCTGCCTTGCTCTC      | 2.25 | 129 | CCDS4731.1  |
| SKIV2L_R | ACCTGGACCTCACCAATC      | 2.25 |     |             |

How the deposited data were processed for this re-analysis (not part of the article)

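Total RNA of Saccharomyces cerevisiae BY4741 was enriched for mRNA by IFIT1 pull-down in 2 ways, Cin-S and Con-B, or depleted of rRNA with RiboMinus (RM), and sequenced as paired-end reads, with 3 libraries per method. All 9 libraries were used, and each was assigned to its method and replicate from the labels and the column names. Comparisons were made between pairs of methods, Cin-S with RM, Con-B with RM, and Con-B with Cin-S, each over its own 6 libraries.

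The authors deposited raw counts per gene, made by trimming the reads with Trim Galore, removing the read pairs that aligned to rRNA with bowtie2, aligning the rest to the R64 genome with STAR and counting the uniquely mapped reads with featureCounts. They also deposited TPM values, computed from these counts by the authors over all genes and over protein-coding genes. A normalized signal per gene was deposited as well, the raw counts divided by the authors' median-of-ratios size factors in DEBrowser. The authors' comparison tables hold p-values of DESeq2, adjusted and unadjusted, as deposited. The same tables hold the log2 fold changes that the authors obtained with DESeq2. They also hold the fold change, the ratio of the first method over the second, as the authors computed it from the log2 value. The direction of each deposited comparison was checked against the counts. Numbers of trimmed reads and of rRNA reads removed were read from the paper's Supplementary Tables S3 and S4.

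From the raw counts, genes were compared in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, Benjamini-Hochberg adjustment). Genes with a count of 10 or less in all 9 libraries were left out, and a gene was called at an adjusted p of 0.01 or less and a change of at least 2-fold. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 was run as an alternative. Everything else was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Normalized counts and TPM of single genes are the authors' values. Genes were matched to the R64 annotation by locus tag or, failing that, by symbol and biotype, which placed 6196 of 6427 genes. Of the 6002 protein-coding genes, 5999 were placed, and 96.3% of their coding lengths are multiples of 3. YOL013W-A had no match, so its position is not given.

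Biotype shares used the trimmed reads as the denominator, with the rRNA reads removed before alignment added to rRNA. They were compared with two-sided exact permutation tests, for which the smallest p is 0.1 with 3 libraries against 3. Principal components were taken from the authors' normalized counts, centred and scaled per gene, and correlations between libraries from log10 of the normalized count plus 1. The codon protection index was taken from Supplementary Data 4A as the paper lists it. The 5′ bases were those in the authors' comparison tables, counted in the paper's groups of fold change. Correlations across genes were tested with 100000 permutations. The overlap with transcripts raised in the xrn1 strain was to be tested only if the supplementary sheet held the number of transcripts that the paper's figure gives. The sheet holds 650, which is another number, and that overlap is not analysed here. The coverage profiles, the RT-qPCR and the polyA-enriched data are not analysed here either.

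Named genes were chosen by rule. They are every gene that the paper names for these libraries, for each comparison of protein-coding genes the 3 with the largest change in each direction among those called whose libraries do not overlap between the methods, and the 5 nuclear genes lowest in RM by the smaller of their changes in the pull-downs. Values of genes at the top of the paper's supplementary tables had been seen when the rule was written. The tests, the alternatives to each processing choice and the rule for named genes were set before the data were examined, and the alternatives added later are named with their results. The retrotransposon genes, the snoRNA classes, the relations of the codon protection index to TPM and the comparison with simulated libraries sharing RM were not in the design and were chosen after seeing the data.

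Protein-coding counts per library ranged from 4511011 in RM replicate 1 to 25745953 in Con-B replicate 1. At this depth counting error is small for abundant genes, and the 95% Wilson intervals given for single libraries cover counting error only. Genes with few counts, such as those near the minimum of 10 counts for detection, are limited by depth. To weigh depth, libraries were thinned at random to 4511011 protein-coding counts, with 20 draws for detection and 1 draw for the comparisons.

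The comparison of genes was tested on simulated data with 5782 genes, of which 200 were changed. Of these 200, 200 and 199 were called in the 3 comparisons, in the right direction, and 1 and 2 unchanged genes were called in Cin-S and Con-B relative to RM. The test of 5′ bases was also tested on simulated data, with 2 calls in 640 tests at unchanged positions. It found a planted rise in cytosine in 20 of 20 data sets. That rise was larger than any difference seen here between the most enriched and the most depleted groups. A smaller planted fall in guanine was not part of that count, so the power for differences of the observed size is not shown. The log2 fold changes computed here were checked against the authors' deposited table, with Pearson's r across genes of 0.998, 0.999 and 0.996 in the 3 comparisons.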

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

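The tests of technical explanations below, and the choice of the retrotransposon genes as a group, were made only after the results had been seen; the comparison of named genes between Con-B and Cin-S was part of the design.

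The paper does not discuss the genes of the Ty retrotransposons. Most of the retrotransposon genes that could be tested stood above RM in both pull-downs. Of 89 such genes in the annotation, 40 passed the filter on low counts, and they took 0.0815% ± 0.00808 (SD, n = 3) of the protein-coding counts in Cin-S, 0.191% ± 0.0503 in Con-B and 0.0465% ± 0.00632 in RM, over all annotated copies. Their median log2 fold change was 1.35 in Cin-S relative to RM, 2.50 in Con-B relative to RM and 1.23 in Con-B relative to Cin-S, where the medians of all protein-coding genes were -0.018, 0.026 and 0.012. In these comparisons 36, 38 and 40 of the 40 genes had a value above 0, and 22, 32 and 24 were called higher, with 1 gene called lower in Cin-S than in RM. These genes are related copies, so they are not independent observations. With single libraries left out, the medians ranged from 1.20 to 1.57, from 2.39 to 2.60 and from 1.02 to 1.31, the last being lowest without Con-B replicate 3.

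Several values argue against a technical origin of this difference as a whole. With all libraries thinned to the same protein-coding total, the medians were 1.38, 2.40 and 1.28, so depth does not account for them. With library totals alone in place of TMM they were 1.10, 2.18 and 1.16, while the medians of all protein-coding genes were -0.28, -0.30 and -0.057. Among 10000 random lists of other genes matched on coding length, the highest median was 0.12, 0.55 and 0.50 in the 3 comparisons. Lists matched on GC content reached at most 0.94, 0.95 and 0.35, and lists matched on the mean count at most 1.23, 1.00 and 0.29, below the retrotransposon genes in each comparison. With filterByExpr, which left 37, 39 and 39 of these genes, their medians were 1.06, 2.42 and 1.23, and lists matched on the mean count in that fit reached at most 0.87, 1.00 and 0.34. Genes in the matched lists were drawn singly, whereas the retrotransposon genes are related copies, some of them overlapping. The lists can therefore understate how far the median of such a related group may lie from 0.

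Reads shared between the copies keep the question open. Only 40 of 89 genes could be tested, reads that map to several copies were not counted, and the counts do not show whether the methods lost them alike, for instance through different fragment lengths. Such a loss and a higher recovery of these RNAs by IFIT1 cannot be told apart for these 40 genes. A difference in recovery between capture and rRNA depletion, which the design contains, stays open as untested.

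For 14 of the named genes the change relative to RM differed between the pull-downs, since Con-B and Cin-S differed by a direct test of the kind used for the other comparisons. Higher in Con-B were MED7 (log2 fold change of Con-B relative to Cin-S 1.27), AGA1 (1.33), MDM34 (1.04), snR11 (1.28), snR19 (1.26), SRX1 (1.87), YML039W (1.84) and ROQ1 (1.62). Lower in Con-B were OLI1 (-1.93), RPM1 (-1.26), SCR1 (-1.79), snR17a (-1.62), HAC1 (-1.79) and VMA16 (-1.83). The 6 genes SRX1, YML039W, ROQ1, OLI1, VMA16 and HAC1 have the largest changes of this comparison among genes whose libraries do not overlap and were named for that, OLI1 and HAC1 also by the paper, so that their sizes are selected to be large. OLI1, snR19, ROQ1 and VMA16 were called relative to RM in Con-B and not in Cin-S, and the other 10 in both pull-downs in the same direction. For SRX1 and YML039W the call in Cin-S relative to RM is not stable, since it was made in 7 of 16 and 9 of 15 alternatives.

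With libraries thinned to equal protein-coding totals, 14 of these genes were still called between Con-B and Cin-S, and with library totals alone 13, MDM34 being the exception (0.97). Leaving out single libraries left at least 12 called. Without Cin-S replicate 3, SRX1 (1.76) and YML039W (1.64) were not called, without Cin-S replicate 1 YML039W (1.85) was not, and without Con-B replicate 1 (1.00) or Cin-S replicate 2 (0.94) MDM34 was not. In a fit of all 9 libraries snR11 (1.31) was not called. These values argue against depth, scaling or a single library behind the list as a whole. YML039W is a retrotransposon gene with shared reads, and snR17a overlaps IRC13, so their counts hold a limit that these tests do not lift. The labels and the paper name no batch of library preparation or sequencing, so none could be tested. A difference between binding IFIT1 to the beads before or after it meets the RNA stays open as untested.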

How the results depend on the processing

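Keeping genes with a maximum of at least 10, taking protein-coding genes from the normalization over all genes for the principal components, and leaving out libraries for the codon protection index and the 5′ bases were chosen only after the results had been seen.

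The number of protein-coding genes called ranged from 1955 to 2275 over 16 alternatives for Cin-S relative to RM, from 2365 to 2621 for Con-B relative to RM and from 116 to 188 for Con-B relative to Cin-S. Over all biotypes the ranges were 2086 to 2204, 2479 to 2588 and 137 to 229. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave any calls in each of these 6 comparisons, the real one. Every other split gave 0 calls, against 2008, 2389 and 126 protein-coding genes called in the order above. Simulated data with no difference between methods gave 0 protein-coding calls in Cin-S or Con-B relative to RM. Simulated data with planted changes gave 1, 2 and 0 calls of unchanged genes in that order. A split that mixes the methods holds their difference within its groups, so its lack of calls tells little. The simulated data argue against chance as the source of the protein-coding calls, at the spread with which they were drawn. The simulations did not cover the other biotypes, and 10 splits alone cannot exclude chance at a share under 0.1. With library totals alone, 1238 protein-coding genes were called lower in Cin-S than in RM, 1534 lower in Con-B than in RM and 41 lower in Con-B than in Cin-S, and over all biotypes 68 were higher and 92 lower in Con-B than in Cin-S. This setting moves the centre by construction: the median log2 fold change shifted by -0.26, -0.33 and -0.068 for protein-coding genes and by 0.20, 0.0046 and -0.16 over all biotypes. Of the protein-coding genes called in Cin-S relative to RM, 62.3% were higher with TMM and 45.6% with library totals, and in Con-B 57.6% and 41.5%. Without Con-B replicate 3, 43 protein-coding genes were lower in Con-B than in Cin-S (leave-one-out range 25 to 43), and over all biotypes 229 genes were called (range 137 to 229), 177 of them higher (range 97 to 177); the cause was not tested.

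Whether the replicate numbers pair libraries across methods was checked by correlating the deviations of libraries from their method's mean. Over 9 pairs with the same number, r lay between -0.0339 and 0.328, above 0.1 in 5. Pairs of replicate 3 gave 0.328 for Cin-S and Con-B, 0.188 for Cin-S and RM and 0.328 for Con-B and RM. Pairs with different numbers lay between -0.393 and 0.295. A structure shared by replicate number is thus not excluded. The libraries were not treated as paired because the paper's methods name no pairing. With the replicate number as a block, 1263 protein-coding genes were higher and 751 lower in Cin-S than in RM, 1389 and 1026 in Con-B than in RM, and 100 and 27 in Con-B than in Cin-S. The block changed 3 calls among 153 log2 fold changes of named genes. ATP6 was then called higher in Con-B than in Cin-S (1.15), and SRX1 (2.07) and YML039W were no longer called in Cin-S relative to RM.

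For the named genes, 153 log2 fold changes gave 2442 values under alternatives. None changed direction among those called, 2397 kept their side of the threshold, 35 lost the call and 10 gained it. In Con-B relative to Cin-S, ATP6 was also called with DESeq2 (1.19) and in a fit of all 9 libraries (1.20), RPP1B without Con-B replicate 1 (1.02), and HSP150 with filterByExpr (1.00), thinned (1.00), without Con-B replicate 3 (1.14) and without Cin-S replicate 2 (1.00). OLI1 was called in Cin-S relative to RM without RM replicate 2 (-1.42). HXT6 lost its call in Cin-S relative to RM without Cin-S replicate 1 (-1.31), without RM replicate 2 (-1.49) and thinned (-1.13), and in Con-B without Con-B replicate 1 (-1.44) or 2 (-1.27), without RM replicate 2 (-1.46) or 3 (-1.32) and thinned (-1.44). VTH2 in Con-B lost it without Con-B replicate 2 (-1.49) or RM replicate 1 (-1.57), and YKR104W in Con-B without Con-B replicate 1 (-1.67) or 2 (-1.56) or RM replicate 3 (-1.18). SRX1 in Cin-S relative to RM lost its call with library totals (1.77), in a fit of all 9 libraries (2.03), thinned (1.95) and without Cin-S replicate 1 (1.90), 2 (2.03) or 3 (2.14) or RM replicate 1 (1.72) or 2 (2.87). YML039W had 1 count in RM replicate 3 and none in the other RM libraries, so no fold relative to RM is given; it lost the call in Cin-S thinned and without Cin-S replicate 1 or 2 or RM replicate 1 or 2. Using TPM over protein-coding genes in place of all genes moved 93 of 108 TPM values by more than the SD between replicates, since fewer genes share the total.

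The shares of biotypes depended on the denominator by construction, since each leaves out other reads. Of the reads assigned to genes, rRNA was 0.0369% in Cin-S, 0.0517% in Con-B and 0.174% in RM, protein-coding RNA 88.1%, 81.1% and 60.8%, SRP RNA 0.417%, 0.108% and 17.7%, and tRNA 0.0154%, 0.0273% and 0.0823%. Of assigned reads plus rRNA reads removed, rRNA was 32.6% in Cin-S and 69.6% in RM, protein-coding RNA 59.5% in Cin-S, SRP RNA 0.281% in Cin-S and 0.0494% in Con-B, and tRNA 0.0104% in Cin-S. The order of the methods was the same under all of these. Pooling the reads and leaving out single libraries moved each share by less than the SD between replicates.

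At 20 or more counts, 396 protein-coding genes were found in both pull-downs and not in RM. At equal protein-coding totals this class held 143 genes, with 15.1 in Con-B alone, 64.3 in RM alone and 30.3 in Cin-S or Con-B alone. With libraries thinned to the lowest number of trimmed reads, 64.3 were found in Cin-S alone, 5.6 in Con-B alone and 9.4 in RM alone. Fewer reads are the cause by construction. Leave-one-out ranges were 3 to 19 for Cin-S alone, lowest without Con-B replicate 2 and highest without Cin-S replicate 1, 31 to 80 for Con-B alone, highest without Con-B replicate 2, and 3 to 11 for RM alone, lowest without Con-B replicate 2 and highest without RM replicate 1 or 3. Leaving out a library leaves fewer libraries that must reach the minimum.

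The principal components depended on the transform, and the cause was not tested. On log2 of the normalized count plus 1, not scaled, PC1, PC2 and the distance of RM replicates over that of pull-down replicates were 85.5%, 5.28% and 2.29 for protein-coding genes, 92.4%, 2.06% and 0.725 for mitochondrial genes, 80.2%, 6.18% and 1.83 for tRNA genes, and 84.4%, 5.72% and 2.17 for all genes. On that log scale with scaling, PC2 was 5.38% and the ratio 1.24 for mitochondrial genes, and PC1 was 65.5% and the ratio 2.25 for tRNA genes. With single libraries left out, the ranges for protein-coding genes were 63.4 to 66.5% (PC1), 13.0 to 17.6% (PC2) and 0.952 to 2.21 (ratio), for mitochondrial genes 84.7 to 88.9%, 4.32 to 9.40% and 4.51 to 14.6, for tRNA genes 66.1 to 72.3%, 10.3 to 12.8% and 5.96 to 20.5, and for all genes 62.9 to 66.0%, 13.0 to 17.6% and 0.839 to 2.31. The ratio was highest without Con-B replicate 3 for protein-coding, tRNA and all genes, and without RM replicate 3 for mitochondrial genes, where RM replicates 1 and 2 left out gave 11.6 and 11.3. It fell under 1 without Con-B replicate 2, RM replicate 1 or RM replicate 3 for protein-coding genes, and without RM replicate 1 or RM replicate 3 for all genes, so which replicates lie farther apart depends on single libraries there.

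Correlations between libraries kept their order between methods, and the cause of their shifts was not tested. On untransformed counts the mean r was 0.999 within Cin-S, 0.991 within Con-B, 0.995 within RM, 0.954 between Cin-S and Con-B, 0.620 between Cin-S and RM and 0.524 between Con-B and RM. Con-B replicates thus correlated less than RM replicates on that scale and more on the log scale. Spearman's rho within Cin-S and RM and for the 3 pairs of methods in that order was 0.996, 0.988, 0.971, 0.826 and 0.771. Over genes with a mean of at least 100, r was 0.997 within Cin-S and, between methods, 0.971, 0.788 and 0.725. On log2 of TPM plus 1 it was 0.996, 0.994 and 0.988 within Cin-S, Con-B and RM, and 0.983, 0.882 and 0.847 between methods. With a pseudocount of 0.1 it was 0.991 within Cin-S and 0.969 within RM. Leave-one-out ranges were 0.994 to 0.994 within Cin-S, 0.987 to 0.993 within Con-B and 0.976 to 0.987 within RM.

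The correlation of the codon protection index with the log2 fold change ranged from 0.0840 to 0.119 with single libraries left out and was past 0.05 in each case except without RM replicate 2 (0.0840); the cause was not tested. Of the 5′ bases past an adjusted p of 0.05, adenine at position 4 in Cin-S was not past it with the authors' fold changes (13.2 percentage points), over genes with a mean of at least 100 (14.9), without Cin-S replicate 1 (14.2) or 3 (10.7) or without RM replicate 1 (14.0). Adenine at position 6 in Cin-S was not past it without RM replicate 1 (15.8) or 2 (13.4). In Con-B adenine at position 1 was not past it without Con-B replicate 1 (8.49), nor guanine at position 5 without Con-B replicate 1 (-9.46) or RM replicate 3 (-8.81). The median codon protection index has no alternative, and the overlap with the xrn1 strain and its alternatives were not run.

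Depth limits the detection of genes with few counts and the fold changes of genes near 0 in RM. At 4511011 protein-coding counts per library, 448 protein-coding genes were found by no method, against 300 with all counts.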

Differences from the paper's values

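Among the values below, the relations of the codon protection index to TPM were computed only after the first result had been seen, and so was leaving out libraries for that index.

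The paper's text gives tRNA as 0.1% to 0.2% of all datasets. Here tRNA took 0.00935% of the trimmed reads in Cin-S, the lowest of the methods, and 0.0226% in RM, the highest. The paper's Supplementary Table S8 gives 0.01% for Cin-S and for Con-B and 0.02% for RM, which the values here equal when rounded, so the text stands about 10 times above the paper's own table. None of the alternatives set before the data were examined brings the values to those of the text: over reads assigned to genes they are 0.0154% and 0.0823%, over assigned reads plus rRNA reads removed 0.0104% and 0.0246%, and pooling the reads or leaving out single libraries changes them less.

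The paper gives 233 genes detected in both pull-downs and not in RM, against 223 here, less than 1.5 times apart. Of the settings run, leaving out Cin-S replicate 1, 2 or 3 or Con-B replicate 2 came closest, with 237, 231, 230 and 232 genes. The other classes of that count, 300 by no method, 57 in Cin-S or Con-B alone and 6 in RM alone with the same 6 names, match the paper's.

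The paper names YOL075C, FEN2, HAC1 and YIR016W as among the top 50 RNAs depleted in both pull-downs. By log2 fold change here, YOL075C ranks 32 in Cin-S and 66 in Con-B, and in the authors' deposited table 69 in Con-B. The other 3 genes are within that limit in both, FEN2 at 38 and 36, HAC1 at 36 and 8 and YIR016W at 39 and 43.

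The paper finds no significant correlation of decapped transcripts with those decreased in the pull-downs or with RM. Here the correlation of the codon protection index with the log2 fold change was small and past 0.05, with rho 0.0977, and with the mean TPM rho was -0.178 in Cin-S and -0.203 in RM. The first was not past 0.05 without RM replicate 2 (0.0840). Its positive sign means that genes with a higher index were slightly less decreased in Cin-S. A loss of decapped transcripts in the pull-down would give a negative sign, so this value does not speak for such a loss. The median index equals the paper's.

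The paper gives TIM13, HSP150 and FYV5 as the top 3 in Cin-S relative to RM. Among the 4917 genes with a 5′ sequence here, HSP150 ranked 1, TIM13 2 and FYV5 12. In the authors' deposited table they are the first 3 of 4920 genes with a 5′ sequence, and 3, 4 and 5 over all protein-coding genes of the authors' deposited table.

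The paper describes no change as exceeding about 10% of the average base frequency, which can be read as percentage points or as a percent of that frequency. In percentage points the largest difference of the most enriched group from all genes was 12.1 in Cin-S and 12.5 in Con-B. As a percent of the base's own frequency the differences are larger, for example 67.3% for cytosine at position 5 in Cin-S, and rare bases in these small groups give more, such as 101% for cytosine at position 1 in Cin-S from 4 genes.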

Other observations

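The subtraction of trends with length and GC content, the count of matched lists with long rRNA stretches and the reading of depth for the number of genes were chosen only after the results had been seen; the correlations with length and GC content, the comparison with rRNA sequence and the thinning were not.

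Across 5772 protein-coding genes with a sequence, which are not independent replicates, the log2 fold change relative to RM fell with coding length, with Spearman's rho of -0.191 in Cin-S and -0.174 in Con-B. With GC content rho was 0.0766 and 0.0772 (permutation p = 1e-05 for each of the 4, the smallest that 100000 permutations can give, adjusted p = 1.50e-05 over 6 relations). Over genes with a mean normalized count of at least 100, rho was -0.216 with length and 0.128 with GC content in Cin-S. Between Con-B and Cin-S rho was -0.0150 with length (permutation p = 0.255) and 0.0249 with GC content (permutation p = 0.0575, adjusted p = 0.0690). After the median of 20 bins of length was subtracted, 86.9% of the genes called in Cin-S and 87.1% of those called in Con-B were still at least 2-fold from 0, and after the same step for GC content 91.6% and 92.6%. Neither trend therefore accounts for the calls as a whole. The sizes set beforehand were a rho over 0.3 for a bias and of 0.1 or less for none. The correlation with length lies between them with both filters. For coding length, a bias in the libraries and a difference in recovery that follows length therefore cannot be told apart. The correlation with GC content, 0.0766 in Cin-S and 0.0772 in Con-B with the planned filter, meets the size set for none. A bias of GC content is thus argued against across the genes of that filter. Among genes with a mean of at least 100, rho was 0.128 in Cin-S and 0.120 in Con-B, between the sizes. For those genes a bias of GC content stays open.

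The paper proposes that RiboMinus probes removed some mRNAs. The longest exact stretch shared with 18S (1800 bases) or 25S rRNA (3396 bases) was measured in the coding sequences of the 100 nuclear genes lowest in RM. Its mean was 10.8 bases, against 10.9 ± 0.102 (SD) over 10000 random lists matched on length, and 7263 of these lists had a mean as long. The stretches were thus no longer than in matched genes on average, the outcome set beforehand for no such cause. Long exact stretches in the coding sequence are argued against as a common feature of these 100 genes. The list was ranked by the changes in the pull-downs relative to RM, so it may also hold mRNAs raised by IFIT1. A mean over the list cannot exclude long stretches in a few of its genes. The mean stands at percentile 27.4 of the lists. MED7 shares at most 11 bases, as long as in 59.2% of genes of similar length, AGA1 13 (18.1%), and WHI3 and MDM34 10 each. The wider question was left open only after this result, because untranslated regions, inexact matches and the probe sequences are not covered. For these genes, probe hybridization and other losses in RM cannot be told apart.

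The measure set beforehand for depth was the number of genes found in both pull-downs and not in RM. At equal protein-coding totals 143 on average were in this class, 64.2% of 223, so by that measure depth is argued against as the whole cause. The difference in the number of detected genes was looked at only after this and reads the other way. In Cin-S 218 more protein-coding genes were detected than in RM, and in Con-B 257 more, and at equal totals the differences were 76.1 and 59.4 genes, 34.9% and 23.1% of the original. With libraries thinned to the lowest number of trimmed reads, 5638.1 genes were detected in Cin-S, 5560.5 in Con-B and 5359.95 in RM. The class found only in both pull-downs then held 224.45. Equal numbers of trimmed reads thus did not remove the difference. A candidate explanation for most of the difference in number is the lower share of protein-coding reads in RM, which is itself a property of the method.

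Supplementary Table S5 of the paper gives 79.6% uniquely mapped reads for RM replicate 3, below the range in the paper's text. In Supplementary Data 4A a column is headed RiboMinus/Cin-S Fold Change, and the paper's legend words it as RiboMinus versus Cin-S. Its values, at most 0.500, equal those of Cin-S over RM in the authors' deposited table to within 5e-07, and all 520 genes of the sheet have a lower TPM in Cin-S than in RM, so they were used as Cin-S over RM.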
